# Experimental heart failure causes depression-like behavior together with differential regulation of inflammatory and structural genes in the brain

**DOI:** 10.3389/fnbeh.2014.00376

**Published:** 2014-10-31

**Authors:** Anna Frey, Sandy Popp, Antonia Post, Simon Langer, Marc Lehmann, Ulrich Hofmann, Anna-Leena Sirén, Leif Hommers, Angelika Schmitt, Tatyana Strekalova, Georg Ertl, Klaus-Peter Lesch, Stefan Frantz

**Keywords:** chronic heart failure, myocardial infarction, anxiety, depression, mice

## Abstract

**Background:** Depression and anxiety are common and independent outcome predictors in patients with chronic heart failure (CHF). However, it is unclear whether CHF causes depression. Thus, we investigated whether mice develop anxiety- and depression-like behavior after induction of ischemic CHF by myocardial infarction (MI).

**Methods and Results:** In order to assess depression-like behavior, anhedonia was investigated by repeatedly testing sucrose preference for 8 weeks after coronary artery ligation or sham operation. Mice with large MI and increased left ventricular dimensions on echocardiography (termed CHF mice) showed reduced preference for sucrose, indicating depression-like behavior. 6 weeks after MI, mice were tested for exploratory activity, anxiety-like behavior and cognitive function using the elevated plus maze (EPM), light-dark box (LDB), open field (OF), and object recognition (OR) tests. In the EPM and OF, CHF mice exhibited diminished exploratory behavior and motivation despite similar movement capability. In the OR, CHF mice had reduced preference for novelty and impaired short-term memory. On histology, CHF mice had unaltered overall cerebral morphology. However, analysis of gene expression by RNA-sequencing in prefrontal cortical, hippocampal, and left ventricular tissue revealed changes in genes related to inflammation and cofactors of neuronal signal transduction in CHF mice, with Nr4a1 being dysregulated both in prefrontal cortex and myocardium after MI.

**Conclusions:** After induction of ischemic CHF, mice exhibited anhedonic behavior, decreased exploratory activity and interest in novelty, and cognitive impairment. Thus, ischemic CHF leads to distinct behavioral changes in mice analogous to symptoms observed in humans with CHF and comorbid depression.

## Introduction

Major depression and anxiety disorders are common comorbidities in patients with chronic heart failure (CHF). In the Würzburg heart failure registry (INH registry) approximately 18% of the patients suffered from severe depression (Faller et al., 2009; Angermann et al., 2011), which occurs to happen 3–5 times more often in patients with CHF than in the general population, depending on the severity of CHF symptoms and co-morbidities (Ayuso-Mateos et al., 2001; Rutledge et al., 2006). Major depression is an independent predictor of mortality in CHF patients (Jiang et al., 2004). Remission of depression may improve prognosis of CHF (Jiang et al., 2011). Hospitalization and severe CHF symptoms are recognized as independent predictors of incident depression (Freedland et al., 2003; Lossnitzer et al., 2013). However, the mechanisms of interaction between CHF and the central nervous system are unclear. In humans, this interdependence is complex and influenced by psychosocial and professional impairment (Luttik et al., 2005).

Presently, it is still unclear whether experimental CHF leads to depression-like behavior. A few experimental studies reported behavioral consequences after acute myocardial infarction (MI) (Schoemaker and Smits, 1994; Wann et al., 2007, 2009; Bah et al., 2011). Schoemaker and Smits found increased anxiety-like behavior, diminished interest in a new environment, reduced overall mobility and avoidance of social interaction in rats up to 4 weeks after MI (Schoemaker and Smits, 1994). Wann et al. described depression-like behavior in rats 2 weeks after ligation of the left coronary artery, including anhedonia (i.e., decreased sucrose intake) and behavioral despair (i.e., increased immobility in the forced swim test); both could be reversed by antidepressant treatment (Wann et al., 2007, 2009; Bah et al., 2011). However, these studies lack long term observation and might have been confounded by post-traumatic stress after operation and acute MI.

CHF develops in mice as a function of MI size and time after MI (Hofmann et al., 2012). Functional changes have been reported in brain nuclei of rats with experimental CHF (Hu et al., 2001) and in humans (Almeida et al., 2012). However, the mechanisms and potential systemic consequences, as well as structural or molecular changes in the brain due to CHF are unknown. Moreover, no studies in mice were conducted so far and studies in mice would allow a more feasible genetic manipulation than in rats.

Therefore, we investigated long-term behavioral effects of CHF in mice after MI. We intended to specifically test behavioral and cognitive changes known to be altered in patients with CHF, i.e., depression, motivational deficits, short-term memory impairment. Behavioral tests were selected based on their validity regarding anxiety- and depression-like behavior as well as exploratory behavior and locomotor activity in mice: (1) The sucrose preference test (SPT) as a model for anhedonia, (2) elevated plus maze (EPM), (3) light-dark box (LDB), (4) open field (OF), and (5) object recognition (OR) tests. In these exploration-based tasks, the mouse's innate drive to approach is in conflict with avoidance of a potential threat (Cryan and Holmes, 2005). Mice are expected to avoid aversive areas in the apparatus such as an open, elevated arm (EPM), a brightly lit compartment (LDB) and the center area of a novel, brightly lit open field (OF). Taken together, we established a mouse model suitable to study mechanisms of interdependence between heart failure and its consequences on nervous system functioning. With this experimental setup, we tested the hypothesis whether experimental CHF after myocardial infarction leads to depression- and anxiety-like behavior due to structural and functional brain changes.

## Materials and methods

### Animals

Male C57BL/6N mice (6–9 weeks of age) were obtained from Charles River (Sulzfeld, Germany) and were maintained at ambient temperature (21.5 ± 0.5°C) and humidity (50 ± 5%) under a 14/10 h light/dark cycle (lights on at 07:00 h) with food and water *ad libitum*. Mice were housed in groups of 4–6 per cage and allowed to habituate to the housing facility for at least 1 week before being subjected to MI or sham operation. Animals were housed individually following surgery and the first echocardiography. All animal protocols observed the provisions of the Animal Protection Law according to the Directive of the European Communities Council of 1986 (86/609/EEC), and have been reviewed and approved by the review board of the District Government of Lower Franconia and the University of Würzburg.

### Protocol

Cardiac operation was initially performed. Starting 4 days after the surgery, mice were tested for anhedonic behavior once per week over a period of 8 weeks using the SPT. 6 weeks after the operation, mice were subjected to a behavioral test battery (in that order: EPM, LDB, OF, OR) to assess exploratory activity, anxiety-like behavior and short-term object recognition memory. The same mice underwent all behavioral tests. All experiments were performed during the light phase between 10:00 and 15:00, with an intertest-interval of 48 h. Echocardiography was performed 1 day, 3 and 8 weeks after surgery. After completion of the experiments, mice were sacrificed and hearts and brains were removed for further analysis. The experimental design is depicted in Figure 1.

**Figure 1:**
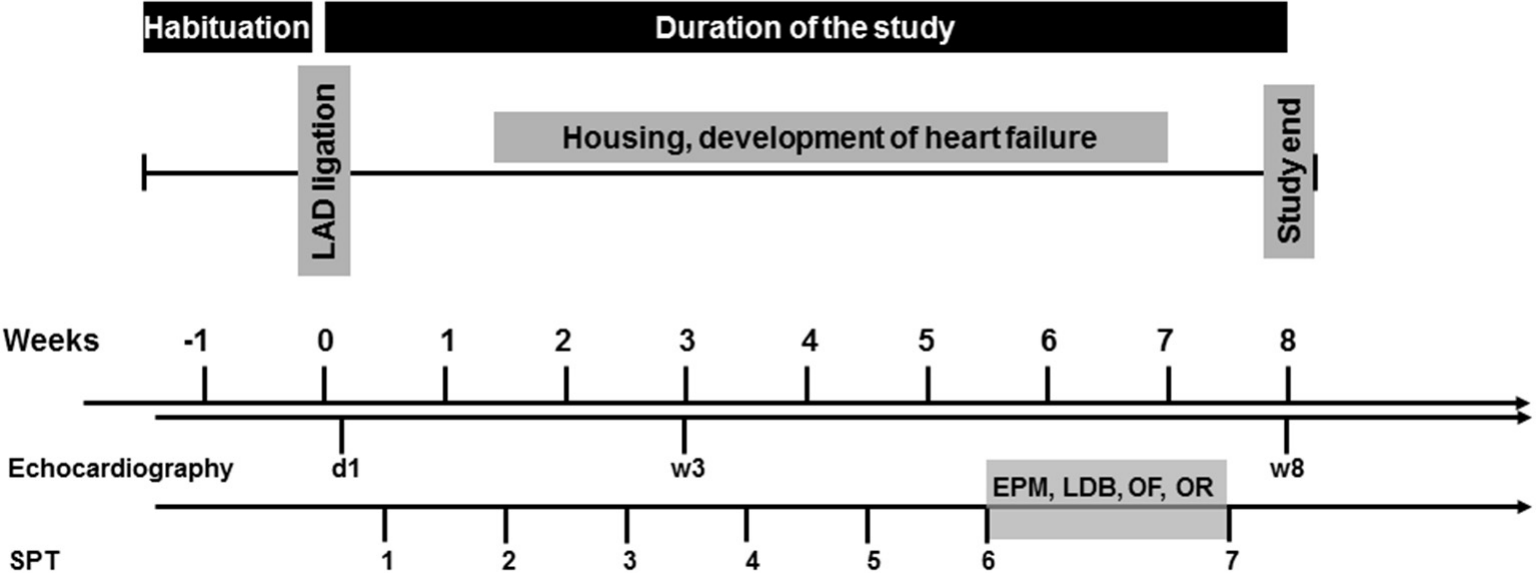
**Experimental design**. LAD, left anterior descending coronary artery; d, day; w, week.

### MI and sham operation

MI vs. sham operation was induced in mice according to the established protocol in our department (Hofmann et al., 2012). In brief, mice were anaesthetized with isoflurane (about 2.0 vol.%), intubated and put on a mechanical small animal ventilator. After a left-sided thoracotomy, MI was induced by permanent ligating the proximal portion of the left anterior descending (LAD) coronary artery. Buprenorphin (0.002 mg per mouse) was given i.p. for analgesia perioperatively. In parallel subgroups, thoracotomy was performed to expose the heart but no suture was made to the coronary artery (sham operation).

### Echocardiographic analysis

Echocardiography was performed and evaluated as previously described (Hofmann et al., 2012). Serial ultrasound analyses were performed on a Toshiba Apliosystem with a 15-MHz ultrasound probe under light anesthesia with isoflurane (about 1.5 vol.%) and spontaneous respiration by a single researcher experienced in rodent echocardiography blinded to the type of operation. From two-dimensional short axis imaging, endocardial borders were traced at end-systole and end-diastole utilizing a prototype off-line analysis system (NICE, Toshiba Medical Systems, The Netherlands). Measurements were performed at the mid-papillary muscle level. The end-systolic (smallest) and end-diastolic (largest) cavity areas were determined. Using the end-systolic and -diastolic areas, fractional area changes were calculated [(end-diastolic area—end-systolic area)/end-diastolic area]. From two-dimensionally targeted M-mode tracings, end-diastolic diameter and end-systolic diameter were measured. Fractional shortening was calculated. Only mice with a heart rate greater than 450/min were included in the analysis.

### Sucrose preference test

Mice were given concurrent access to one bottle of 1% (w/v) sucrose solution and one bottle of tap water for 48 h per week. The bottles were weighed after 24 h and their positions switched in order to minimize possible effects of side-preference. Sucrose preference was calculated as the percentage of sucrose solution consumed relative to total liquid intake, with a reduced sucrose preference being an indicator of anhedonic behavior.

### Elevated plus maze

The EPM was made from black perspex (TSE Systems), semipermeable for infrared light, and illuminated by infrared LEDs from below (Post et al., 2011). The apparatus was elevated to a height of 60 cm above floor level and comprised two opposing open arms (30 × 5 × 0.25 cm, 30lx) and two opposing closed arms (30 × 5 × 15 cm, 5lx) extending from a central platform (5 × 5 cm, 15lx). Mice were placed in the center, facing an open arm, and their behavior was recorded for 10 min using the VideoMot2 system (TSE Systems, Bad Homburg, Germany). Behavioral measures included total distance traveled, time spent moving, vertical rears, number of entries, and time spent in each zone of the maze, frequency and duration of grooming bouts and defecation/urination.

### Light-dark box

The LDB comprised a transparent, brightly illuminated'lit' compartment (40 × 40 × 27 cm, 300lx) and a small enclosed “dark” compartment (40 × 20 × 27 cm, 0–5lx) with a central gate (5 × 5 cm) (Bourin and Hascoet, 2003). Mice were placed into the dark compartment and their behavior was recorded for 10 min. Behavioral measures included the latency and time mice spent head-poking into the lit compartment, the latency and time mice spent in the lit compartment and defecation/urination.

### Open field

The OF consisted of a gray opaque PVC box (82 × 82 × 25 cm), divided into a 52 × 52 cm center zone (100lx) and the surrounding periphery (50lx). Mice were placed in the periphery and their behavior was recorded for 10 min using the VideoMot2 system (TSE Systems, Bad Homburg, Germany) (Post et al., 2011). Variables measured included total distance traveled, time spent moving, vertical rears, number of entries, and time spent in the center, frequency, and duration of grooming bouts and defecation/urination.

### Object recognition

The test was performed 24 h after the OF in the same testing arena, i.e., the OF test served as habituation phase. During training (familiarization phase), mice explored two identical objects (A_1_ and A_2_) for 10 min. After a 1 h-retention interval, mice were allowed to explore one familiar (A_2_) and one novel (B) object for 10 min. The novel object location was counterbalanced between groups to avoid potential effects of side-preference. The discrimination index (%) was calculated as ratio of the time mice spent exploring one of the two objects during training (A_1_) or the novel object in the test phase (B) over the total time exploring both objects, i.e., A_1_/(A_1_ + A_2_) × 100 (training) and B/(B + A_2_) × 100 (retention test). Thus, an index >50% indicates novel object preference, <50% familiar object preference, and 50% no preference (Hammond et al., 2004).

### Sample collection, determination of infarct size, ventricular remodeling, and quantification of heart failure

After completion of the experiments, animals were anesthetized with a lethal dose of 0.25% tribromoethanol (Avertin) (0.125 mg/g, i.p.). The brains were removed and snap frozen in isopentane. The organs were weighed and stored in paraffin or liquid nitrogen. The left ventricle was cut into three transverse sections: apex, middle ring and base as previously reported (Hofmann et al., 2012). From the middle ring, 5 μm-sections were stained with picrosirius red. Infarct size (fraction of the infarcted left ventricle) was calculated as the percentage of length of circumference. Sham operated mice had no signs of myocardial infarction. Animals with an infarct size of at least 30% were attributed to the ischemic CHF group. In the correlation analysis between the size of MI and behavioral features, all animals with a quantifiable MI were included. From non-infarcted myocardium α-MHC, β-MHC, ANP-1, SERT, 5HT2A, and 5HT2B mRNA was quantified by real-time PCR. RNA isolation and real-time polymerase chain reaction procedures were performed with commercially available RNA extraction kit and cDNA transcription kit (Quiagen N.V.) and TaqMan probes (Applied biosystems, Foster City) as reported previously (Hofmann et al., 2012). GAPDH was used as the reference gene.

### Serotonin ELISA

Serotonin values in serum and left ventricular myocardium were assessed according to Uscn Serotonin ELISA E92890Mu (Uscn Life Science, China). Protein was extracted out of serum and left myocardial tissue. The total amount of protein in myocardium was measured with Qubit® Protein Assay (Invitrogen™|Life Technologies, USA). Serotonin ELISA was performed according to the protocol of Uscn Serotonin ELISA E92890Mu (Uscn Life Science, China). To further compare the results, the values of ELISA were referred to the amount of serum in ml or the amount of protein in μg.

### Brain histology and immunohistochemistry

Whole mouse brains were cut into 18 μm thick sagittal sections on a cryostat (Leica, Wetzlar, Germany) and kept in −20°C.

For immunohistochemistry, sections were fixed in 4% paraformaldehyde (20 min) and washed with PBS 3 times. For peroxidase labeling, sections were incubated with 3% hydrogen peroxide in methanol for 20 min to quench endogenous peroxidases, permeabilized and blocked with 10% normal serum of host species from which respective secondary antibodies were derived for 1 h at room temperature. Sections were incubated with mouse anti-NeuN (1:500, Millipore, Schwalbach, Germany), mouse anti-MAP2 (1:500, Millipore, Schwalbach, Germany), mouse anti-GFAP (1:1000, Novocastra, Berlin, Germany), rabbit anti-nestin (1:500, BD Pharmingen, Heidelberg, Germany), goat anti-doublecortin (1:500, C-18, Santa Cruz Biotech, Santa Cruz, CA, USA), mouse anti-beta-tubulin III (1:200, Sigma-Aldrich, Taufkirchen, Germany), rabbit anti-Pax6 (1:200, Millipore, Schwalbach, Germany), rat anti mouse MAC-1 (CD11b, 1:50, Serotec, Düsseldorf, Germany), mouse non-phosphorylated neurofilament (anti-SMI32, 1:1000, Covance, Munich, Germany), or rabbit anti cleaved caspase-3 (1:500, New England Biolabs, Frankfurt am Main, Germany) antibodies respectively diluted in 3% normal serum, 0.5% Triton-X in PBS for 24 h at 4°C. After 3 washes with PBS, sections were incubated with biotinylated secondary antibodies for 1 h and the staining was visualized by a peroxidase-labeled avidin-biotin kit (Vector Laboratories, Burlingame, CA, USA). The sections were allowed to dry overnight and mounted using DePeX (Serva, Heidelberg, Germany).

For Nissl staining, sections were immersed for 25 min in a dilute cresyl violet stain (0.01%) in acetate buffer (pH 4.5). After being dehydrated in serial dilutions of ethyl alcohol, sections were mounted using DePeX (Byts et al., 2008).

### RNA sequencing in brain tissue

RNA sequencing analysis was performed in two brain regions (prefrontal cortex, and hippocampus) and left ventricular myocardium. Total RNA was extracted according to the Direct-Zol RNA Miniprep kit (Zymo Research Corporation, Irvine). RNA of 3 CHF mice vs. 6 sham operated mice was pooled and further subjected to RNA sequencing. To fabricate singular pools each probe of the group equally contributed with the final amount of 2 μg RNA per pool with the result that we had 6 different pools to be further evaluated. The RNA sequencing was performed by IGA Technology, Italy (http://www.igatechnology.com/). RNA samples were processed using TruSeq Stranded Total RNA with Ribo-Zero Human/Mouse/Rat from Illumina (Illumina, Inc., CA, USA). Briefly, the total RNA was treated with Ribo-Zero to remove cytoplasmic rRNA, fragmented into small pieces using divalent cations under elevated temperature, cDNA was synthesized by reverse transcription and standard blunt-ending plus add “A” was performed. Then, Illumina TruSeq adapters with indexes were ligated to the ends of the cDNA fragments. After ligation reaction and separation of not ligated adapters, samples were amplified by PCR to selectively enrich those cDNA fragments in the library having adapter molecules at both ends. A pool of the 4 samples was loaded on two lane of Illumina flowcell and clusters created by Illumina cBot. The clusters were sequenced at ultra-high throughput on the Illumina HiSeq2000 (Illumina Inc.). Two lanes in 4-plex were run obtaining about 50 millions of single-reads per sample, 50 bp long. CLC-Bio Genomics Workbench software (CLC Bio, Denmark) was used to calculate gene expression levels based on Mortazavi et al. approach. The sensitivity of RNA-Seq is a function of both molar concentration and transcript length. We therefore quantified transcript levels in reads per kilobase of exon model per million mapped reads (RPKM). The RPKM measure of read density reflects the molar concentration of a transcript in the starting sample by normalizing for RNA length and for the total read number in the measurement. This facilitates transparent comparison of transcript levels both within and between samples. The reference genome used to align the reads was GRCm38 downloaded at the following ftp address: ftp://ftp.ncbi.nlm.nih.gov/genbank/genomes/Eukaryotes/vertebrates_mammals/Mus_musculus/GRCm38.p1/Primary_Assembly/assembled_chromosomes/FASTA/.

Only genes with the number of at least 100 unique gene reads were considered for data analysis. Comparisons within the groups were based on the ratio of RPKM values of each singular gene and were performed logarithmically (Mortazavi et al., 2008). Relevant up- or down-regulation of gene expression was defined as a log2 fold-change (logarithmized ratio of RPKM in CHF over RPKM in sham-operated mice) of ≥0.9 or ≤−0.9, which means ≥1.86 fold decrease or increase, in CHF mice over sham-operated animals.

### Statistical analysis

Statistical analyses were performed using IBM SPSS Statistics 19 (IBM, Armonk, New York) or StatView 5.0 (Abacus Concepts, Berkley, CA, USA). Differences between groups (CHF vs. sham) were analyzed using unpaired *t*-tests. In addition, paired *t*-tests were performed within each group to assess habituation in the object recognition test (training vs. retention test). Data obtained from the sucrose preference test were analyzed via Two-Way mixed ANOVA with group as between-subjects factor and time as repeated measures factor, followed by planned contrasts to further analyse significant main effects of time or time x group interactions. Correlations between MI size and behavioral measures were analyzed using Pearson's correlation (one-tailed); all animals with a quantifiable MI were included in these analyses. A probability of *p* < 0.05 was considered statistically significant. All results are expressed as mean ± s.e.m.

## Results

### Cohort description

13 CHF mice with MI size ≥30% (50.2 ± 2.8%) and 16 mice with sham operation were included in the analysis (Table 1). For correlation analysis, data of all mice with measurable infarct size (*n* = 19; *MI* = 37.7 ± 4.0%) were included.

**Table 1:** **Infarct size, organ and body weights 8 weeks after surgery in CHF vs. sham mice**.

	**CHF after MI**	**Sham**
Infarct size, %	50 ± 2.8	0
RV weight/BW weight, mg/g	1.07 ± 0.05^**^	0.86 ± 0.03
LV weight/BW weight, mg/g	4.87 ± 0.21^**^	3.44 ± 0.09
Lung weight/BW weight, mg/g	6.28 ± 0.33	5.55 ± 0.23
Body weight, g	28.5 ± 0.3	28.4 ± 0.5

Mean ± s.e.m. RV, right ventricle; LV, left ventricle; BW, body weight. (^*^p < 0.05,

** *p < 0.01, CHF vs. Sham)*.

Echocardiography showed upon ligation of the LAD wall motion abnormalities of the left chamber, reduced fraction shortening (*p* < 0.001), and left ventricular chamber dilation (*p* < 0.001) (Table 2) in line with heart failure. No histological and echocardiographic changes typical for MI were observed in the sham group (Supplementary Figure 1). The relative weight of the right ventricle (*p* = 0.002) and the left ventricle (*p* < 0.001) was increased in mice with ischemic CHF (Table 1). Additionally, markers of heart failure were increased (β-MHC [763 ± 32 vs. 27 ± 14 arb. units; *p* = 0.001]; ANP-1 [886 ± 475 vs. 359 ± 556 arb. units; *p* = 0.006]) or decreased (α-MHC [1230 ± 320 vs. 1670 ± 260 arb. units; *p* = 0.0099]) on the RNA-level in mice with myocardial infarction as expected (Van Rooij et al., 2007; Ghosh and Haddad, 2011). 

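In the left ventricle of mice with heart failure after myocardial infarction (CHF), transcripts of TGF-β and cytokine signaling were mostly higher than in sham-operated mice. Tgfb1, which encodes the profibrotic cytokine TGF-β 1, was 2.09-fold higher in CHF (log2 ratio of RPKM 1.06), and Il10ra, the ligand-binding chain of the receptor for the anti-inflammatory cytokine IL10, was 2.87-fold higher (log2 1.52). Il10rb, the chain that this receptor shares with related receptors, had a log2 ratio of -0.25. Il15, a cytokine that maintains natural killer cells and memory T cells, was 2.13-fold lower (log2 -1.09). Of 17 measured genes of the TGF-β pathway, 9 were higher past a log2 threshold of 0.9 and 0 were lower, among them Tgfb3 (3.41) and Tgfb2 (1.99). Of 20 measured cytokines and cytokine receptors, 12 were higher and 1, Il15, was lower. The leading ones were Cx3cr1 (2.42), the fractalkine receptor of monocytes and macrophages, and Tnfrsf1b (1.89), a TNF receptor. Of 12 measured inflammatory mediators, 7 were higher and 0 were lower, led by the transcription factor gene Cebpd (2.09) and the adhesion molecule gene Vcam1 (2.04). In the same libraries 10 of 11 macrophage markers and 25 of 26 matrix genes were higher too. Each value compares 1 library from the pooled RNA of 3 CHF mice with 1 library from 6 sham-operated mice, 8 weeks after operation. Tgfb1 (chromosome 7 from 25687002 to 25704996 of GRCm38.p1) had 987 and 367 unique gene reads in CHF and sham, Il10ra (chromosome 9 from 45253839 to 45269146) had 450 and 122, and Il15 (chromosome 8 from 82331624 to 82402586) had 290 and 486. The 95% intervals of the log2 ratio, which cover counting error only, ran from 0.89 to 1.24 for Tgfb1, from 1.23 to 1.82 for Il10ra and from -1.32 to -0.89 for Il15. The median log2 ratio of all 9771 measured genes was 0.22. Relative to it, the medians of the lists were 0.69 for the TGF-β pathway, 0.86 for cytokines and their receptors and 1.19 for inflammatory mediators. Scaling the libraries by a trimmed mean of the gene ratios moved the median of all genes by -0.28, which put Tgfb1 at 0.79, below the threshold, and left 7, 9 and 7 genes of the 3 lists higher.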

Further relevant changes of inflammatory cytokines (e.g., 2-fold increase of TGF-β 1, 3-fold increase of IL10 receptor, 2-fold decrease of IL15) were found in myocardial tissue of CHF mice in RNA-sequencing analysis.

**Table 2:** **Echocardiographic measurements 1 day and 8 weeks after surgery in CHF vs. sham mice**.

	**1 day**		**8 weeks**	
	**CHF after MI**	**Sham**	**CHF after MI**	**Sham**
ESA [mm^2^]	8.87 ± 0.57^**^	5.75 ± 0.72	21.69 ± 2.24^**^	4.96 ± 0.61
EDA [mm^2^]	10.74 ± 0.57^*^	8.39 ± 0.68	24.36 ± 2.18^**^	7.54 ± 0.6
2D FS [%]	18 ± 2^**^	34 ± 3	13 ± 2^**^	36 ± 3
ESD [cm]	0.35 ± 0.02^**^	0.26 ± 0.01	0.57 ± 0.04^**^	0.27 ± 0.01
EDD [cm]	0.40 ± 0.02	0.36 ± 0.01	0.62 ± 0.03^**^	0.36 ± 0.01
FS [%]	11 ± 1^**^	28 ± 2	8 ± 1^**^	25 ± 2
HR [1/min]	488 ± 15	552 ± 15	548 ± 23	578 ± 15

Mean ± s.e.m. EDA, end-diastolic area; ESA, end-systolic area; FS, fractional shortening; 2D, two-dimensional; ESD, end-systolic diameter; EDD, end-diastolic diameter; HR, heart rate. (

* *p < 0.05*,

** *p < 0.01, CHF vs. sham)*.

### Sucrose preference test

#### Total liquid intake

Repeated-measures ANOVA found a significant time x group interaction for total liquid intake (*p* = 0.034; Figure 2A). Follow-up comparisons revealed that liquid consumption was significantly decreased in CHF mice during the first 2 weeks post-surgery (*p* < 0.01), whereas no differences between CHF and sham mice were observed between 3 and 8 weeks after the operation.

**Figure 2:**
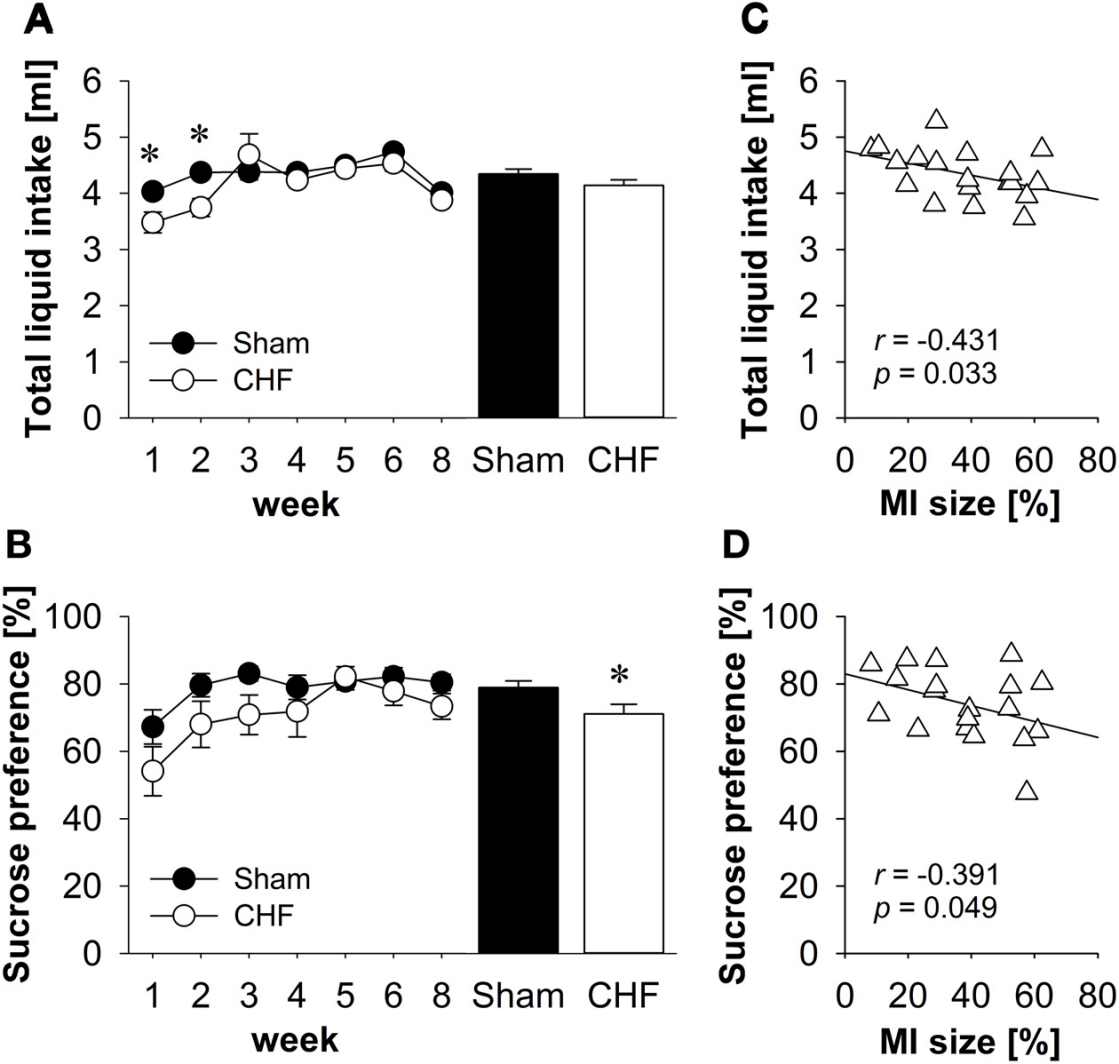
**Sucrose preference test**. **(A)** Total liquid intake was significantly decreased in CHF mice during the first 2 weeks after surgery, whereas no differences were observed between 3 and 8 weeks after the operation. **(B)** The average preference for sucrose was significantly diminished in CHF mice (*n* = 13) compared to sham controls (*n* = 16). Averaged total liquid intake **(C)** and sucrose preference **(D)** were negatively correlated with MI size (*n* = 19). Mean ± s.e.m. ^*^p < 0.05.

#### Water intake

Repeated-measures ANOVA indicated that water intake did not change in both groups over the 8-week testing period. However, on average, CHF mice consumed more water than sham controls (*p* = 0.051; Supplementary Table 1).

#### Sucrose intake

Repeated-measures ANOVA revealed that sucrose intake changed significantly in both groups over the 8-week testing period (time effect: *p* < 0.001). Repeated contrasts indicated an increase in sucrose consumption during the first 3 weeks post-surgery and a drop in sucrose intake in the last testing session compared to the preceding one. On average, CHF mice consumed less sucrose than sham controls (*p* = 0.029; Supplementary Table 1).

#### Sucrose preference

Repeated-measures ANOVA found a significant effect of time for sucrose preference (*p* < 0.01; Figure 2B). Follow-up comparisons revealed that sucrose preference was significantly decreased in both groups during the first week post-surgery compared to all other points in time (all *p* < 0.05). Moreover, the average preference for sucrose was significantly diminished in CHF mice compared to sham controls (*p* = 0.029; Supplementary Table 1).

#### Correlation

Pearson's correlation coefficients (Supplementary Table 1) revealed a significant negative relation between MI size and the averaged total liquid intake (*p* = 0.033; Figure 2C), the sucrose intake (*p* = 0.022) and the sucrose preference (*p* = 0.049; Figure 2D).

### Elevated plus maze

The time spent moving (Figure 3A), the distance traveled and the relative velocity did not differ between CHF and sham mice. However, CHF mice made significantly less vertical rears (*p* = 0.033; Figure 3B) and spent more time in the center of the EPM (*p* = 0.024; Figure 3C) than sham controls. However, there were no significant differences between groups regarding anxiety-related measures, including the number of entries and time spent on the open arms (Figure 3D), as well as defecation/urination (Supplementary Table 2). Pearson's correlation coefficients (Supplementary Table 2) revealed no significant relations between MI size and any of the variables measured in the EPM (Figures 3E–H).

**Figure 3:**
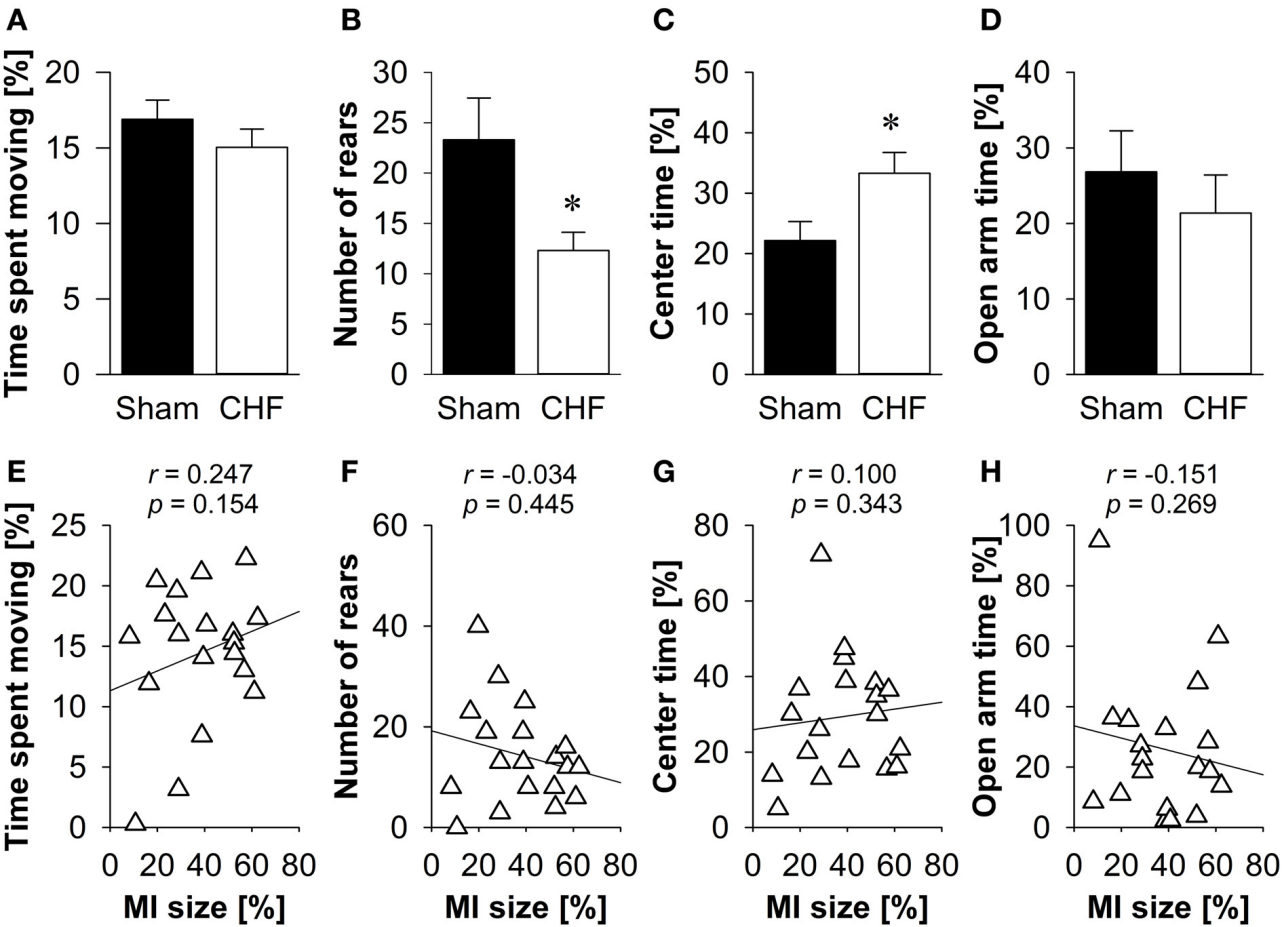
**Elevated plus maze. (A)** Time spent moving did not differ between the groups, although CHF mice (*n* = 13) made significantly less vertical rears **(B)** and spent more time in the center **(C)** than sham controls (*n* = 16). However, time spent on the open arms **(D)** did not differ. **(E–H)** None of the behavioral measures were correlated with MI size (*n* = 19). Mean ± s.e.m. ^*^p < 0.05.

### Light-dark box

There was neither a significant difference between CHF and sham mice regarding latency and time mice spent head-poking from the dark into the lit compartment nor latency and time mice spent exploring the lit compartment (Figures, 4A–D), nor in the defecation/urination index (Supplementary Table 3). Pearson's correlation coefficients (Supplementary Table 3) revealed a significant negative relation between MI size and head-poking frequency (*p* = 0.029) as well as head-poking duration (*p* = 0.029; Figure 4F). No correlations were found for MI size and head-poking latency (Figure 4E), latency to enter (Figure 4G) and time spent in the lit compartment (Figure 4H).

**Figure 4:**
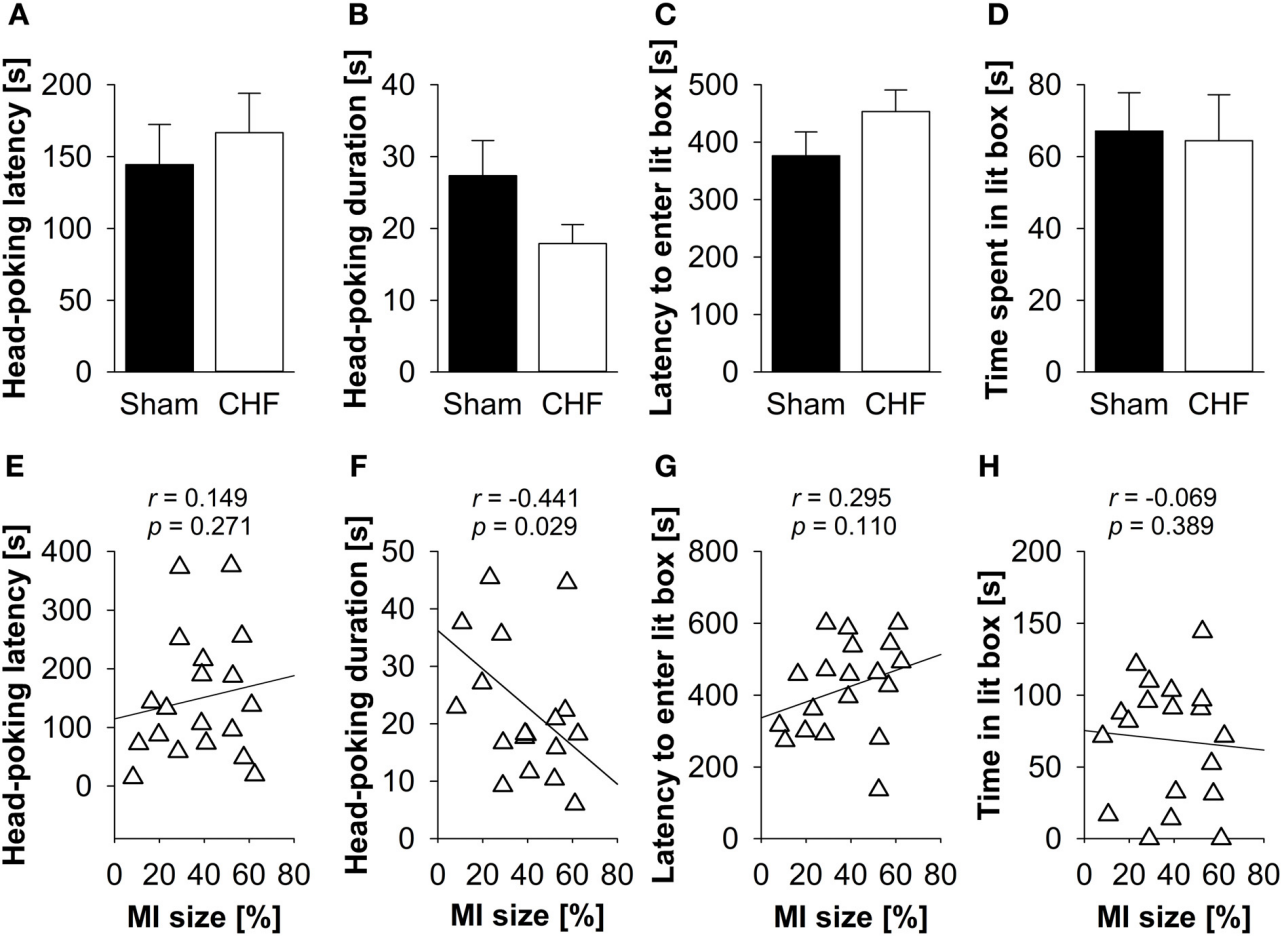
**Light-dark box**. Neither **(A)** head-poking latency and **(B)** head-poking duration nor **(C)** latency and **(D)** time spent in the lit compartment differed between CHF (*n* = 13) and sham mice (*n* = 16). **(E)** Head-poking latency was not correlated with MI size (*n* = 19). However, there was a relation between MI size and **(F)** head-poking duration. **(G)** Latency to enter the lit compartment and **(H)** time spent in the lit compartment were not associated with MI size. Mean ± s.e.m. ^*^p < 0.05.

### Open field

CHF mice spent significantly less time moving (*p* = 0.016; Figure 5A) and traveled shorter distances (*p* = 0.021) than sham controls. Moreover, CHF mice displayed a prolonged latency to rear (*p* = 0.009) and tended to make less vertical rears (*p* = 0.064; Figure 5B) as compared to sham controls. However, the relative velocity and anxiety-related measures, including the number of entries and time spent in the center (Figure 5C), as well as defecation/urination (Supplementary Table 4) did not differ between CHF and sham mice. Moreover, CHF mice showed an increased number (*p* = 0.022; Figure 5D) and cumulative duration of grooming bouts (*p* = 0.028). Pearson's correlation coefficients (Supplementary Table 4) revealed a significant negative relation between MI size and time spent moving (*p* = 0.037; Figure 5E). However, no correlation was found for MI size and number of rears, center time and grooming frequency (Figures 5F–H).

**Figure 5:**
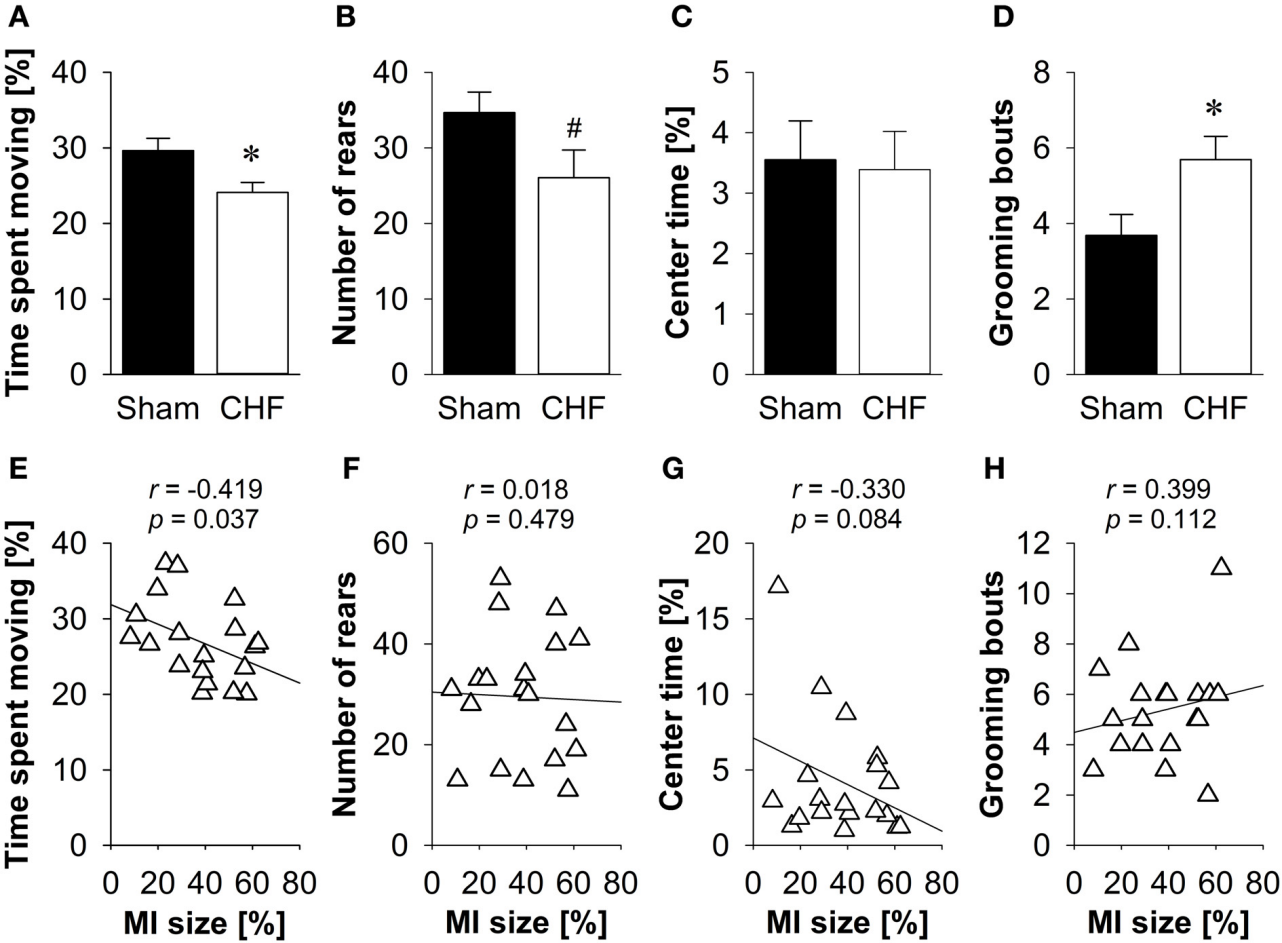
**Open field**. **(A)** Time spent moving and **(B)** number of rears were significantly decreased in CHF mice, although **(C)** time spent in the center did not differ between the groups. **(D)** Number of grooming bouts was significantly increased in CHF mice (*n* = 13) compared to sham controls (*n* = 16). **(E)** Time spent moving was negatively correlated with MI size (*n* = 19), whereas **(F)** number of rears, **(G)** center time and **(H)** grooming frequency were not associated with MI size. Mean ± s.e.m. ^#^*p* < 0.1, ^*^p < 0.05.

### Object recognition

CHF mice spent less time moving than sham controls in the training trial (*p* = 0.046), but not in the retention test (Figure 6A). Despite reduced locomotion in CHF mice, the relative velocity did not differ between groups during training. However, CHF mice moved faster than sham controls in the retention test (*p* = 0.035; Supplementary Table 5A). Moreover, the total duration of object exploration did not differ between CHF and sham mice in the training trial, but tended to be decreased in sham mice in the retention test (*p* = 0.071; Figure 6B). During training, both groups showed similar preferences for the two identical objects. In the retention test, however, CHF mice exhibited a significantly decreased discrimination index as compared to sham controls (*p* = 0.022; Figure 6C), reflecting a reduced preference for the novel object. Moreover, paired *t*-tests (Supplementary Table 5B) comparing training and retention test revealed a significant decrease in the distance traveled (*p* < 0.001), time spent moving (*p* < 0.001; Figure 6A), relative velocity (*p* = 0.002), total object exploration time (*p* = 0.008; Figure 6B) and total number of visits (*p* = 0.020) in sham mice. However, none of these measures reached significance in CHF mice, indicating differences between groups in habituating to the objects and the environment. Pearson's correlation coefficients (Supplementary Table 5A) revealed a significant negative correlation between MI size and time spent moving (training: *p* = 0.049; retention test: *p* = 0.047; Figure 6D). However, no correlation was found for MI size and total exploration time as well as the discrimination index in the retention test (Figures 6E,F).

**Figure 6:**
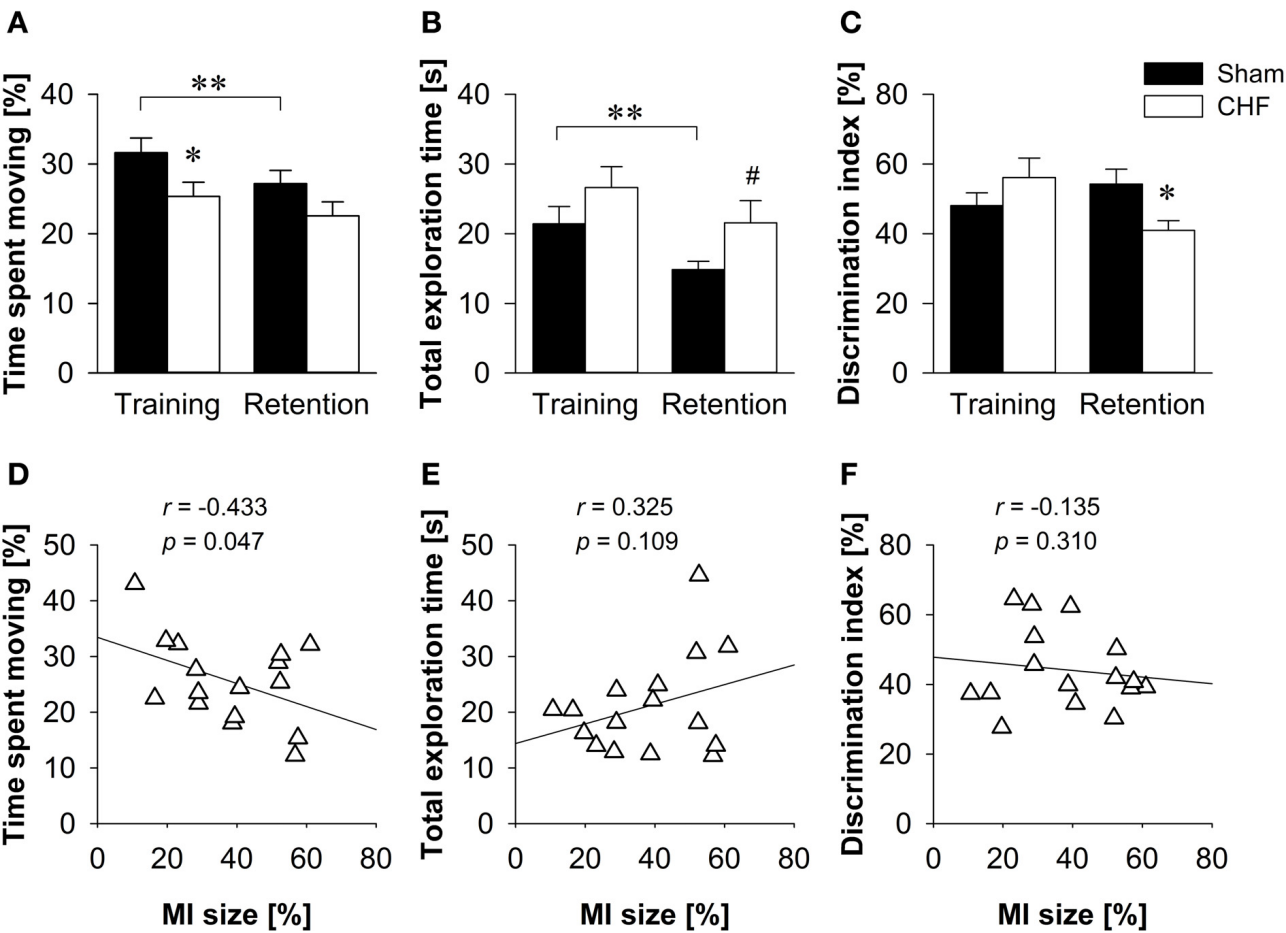
**Object recognition**. **(A)** CHF mice (*n* = 11) spent less time moving than sham controls (*n* = 14) in the training trial, but not in the retention test. **(B)** The total duration of object exploration did not differ between CHF and sham mice during training, but tended to be decreased in sham mice in the retention test. **(C)** The discrimination index for a novel object was significantly decreased in CHF mice in the retention test. **(D)** Time spent moving in the retention test was negatively correlated with MI size (*n* = 16). There was no correlation between MI size and **(E)** total exploration time as well as **(F)** discrimination index. Mean ± s.e.m. ^#^*p* < 0.1, ^*^p < 0.05, ^**^p < 0.01.

### Serotonin pathway in failing left myocardium

Serum values of serotonin did not differ between CHF and sham-operated animals (227 ± 26 vs. 216 ± 34 ng/ml; *p* = 0.37), but production of serotonin was elevated in the left myocardium of CHF mice compared to sham controls (0.051 ± 0.022 vs. 0.034 ± 0.009 ng/10 μg protein; *p* = 0.042). Additionally, we found increased expression of the serotonin receptor 5HT2B in the failing left myocardial tissue (127 ± 50 vs. 82 ± 42 arb. units; *p* = 0.012) without differences in expression of serotonin transporter (171 ± 106 vs. 110 ± 55 arb. units; *p* = 0.15) and serotonin receptor 5HT2A (296 ± 125 vs. 349 ± 140 arb. units; *p* = 0.44).

### Brain histology and immunohistochemistry

Histological analysis of the brains 8 weeks after MI in 5 mice with CHF and 5 sham-operated control mice showed normal general brain morphology in all animals regardless of the extent of the myocardial damage. Immunohistochemical analysis (Figure 7) showed normal expression pattern of markers for neurons (MAP-2, NeuN) and astrocytes (GFAP). Analysis of the brains using markers for neurogenesis (nestin, Pax-6, doublecortin, beta-Tubulin-III) showed no differences between the groups. Staining for markers of inflammation (MAC-1), neurodegeneration (SMI-32), or apoptosis (cleaved caspase 3) were negative in both groups.

**Figure 7:**
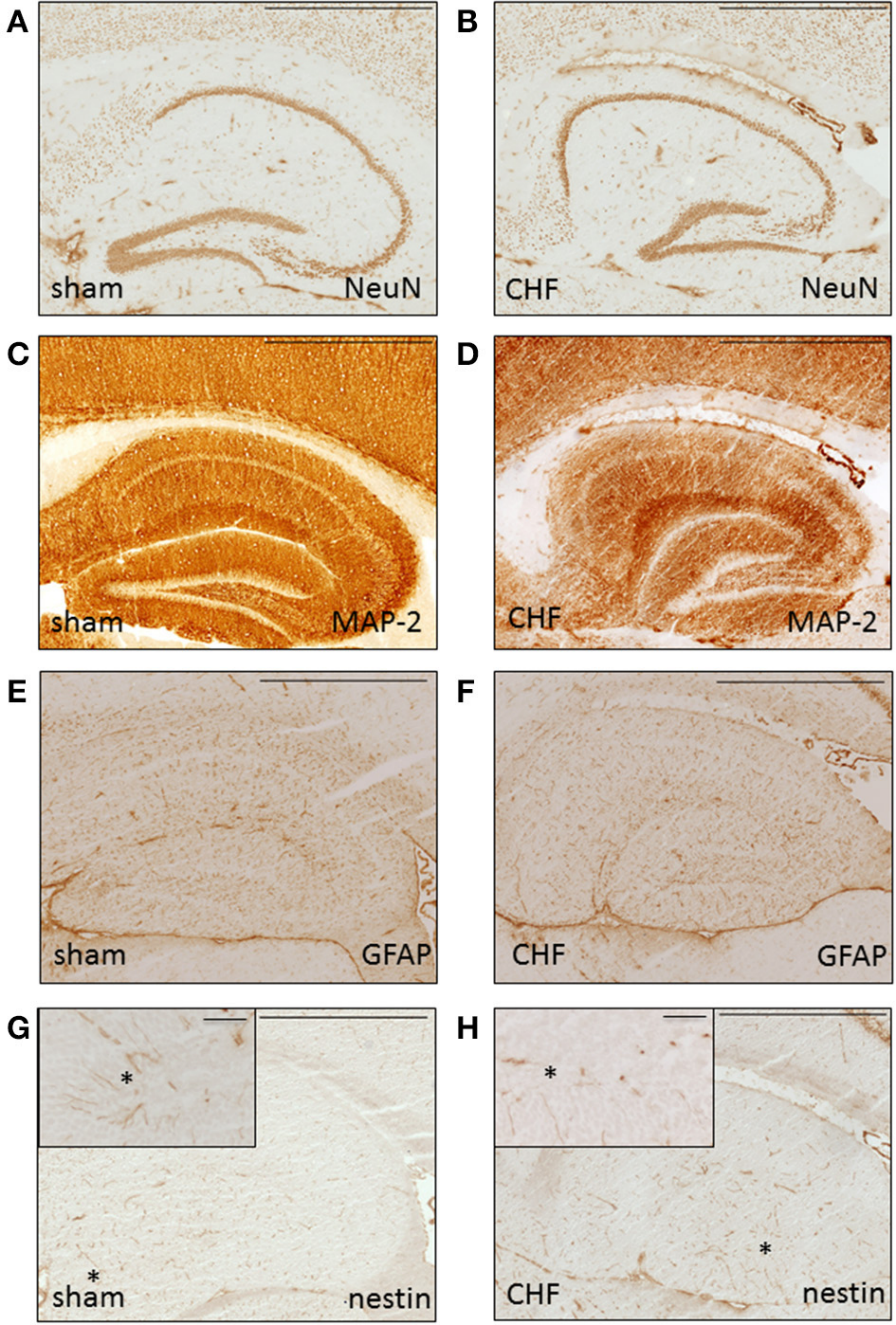
**Histological brain analysis**. Representative immunohistochemical staining without differences for neuronal (**A,B** NeuN, C-D MAP-2), astrocytic (**E,F** GFAP) and neural stem cell (**G,H** nestin) markers in dorsal hippocampus of a sham mouse **(A,C,E,G)** and a CHF mouse **(B,D,F,H)**. Insets in **(G,H)** show high power field of nestin-positive cells (arrow) in the granule cell layer of gyrus dentatus. Scale bar = 100 μm.

### RNA sequencing

Analysis of gene expression by means of RNA sequencing in prefrontal cortex and hippocampus revealed that 25 confidently detected mRNAs were up- or down-regulated, defined as a log2 fold-change of ≥0.9 or ≤−0.9, which means ≥1.86 fold decrease or increase in CHF mice over sham-operated animals (Figure 8, Supplementary Table 6). 

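The expression data are 6 libraries, 1 from CHF and 1 from sham-operated mice in each of hippocampus, prefrontal cortex and left ventricle. A CHF library holds the RNA of 3 mice combined into a pool, and a sham library that of 6 mice. The libraries were stranded, made from total RNA after removal of ribosomal RNA, and sequenced as single reads. The authors mapped the reads with CLC Genomics Workbench to the mouse genome GRCm38.p1 and gave unique gene reads, total gene reads and RPKM for 35485 features. Total gene reads came to 28.2 M in CHF and 25.0 M in sham hippocampus, 20.2 and 24.4 M in prefrontal cortex, and 22.1 and 17.2 M in left ventricle, of which 89.8 to 92.0% were unique. The paper states 50 M reads per sample, and the values here rest on the reads assigned to genes. RPKM recomputed from exon reads, length and total gene reads equalled the deposited RPKM within 1e-06 in all 35485 features. The length was the genomic span of the gene in 99.7% of the 21888 features that have one, introns included, so that it lowers the RPKM of long genes and cancels in a ratio. The 13597 features without a length have an RPKM of 0, which the recomputation also set for them, and were not used. A gene counted as measured with at least 100 unique gene reads in both libraries of a tissue, and as regulated with a log2 ratio of RPKM, CHF over sham, of 0.9 or more in either direction. This left 11086 genes in hippocampus and 10747 in prefrontal cortex, besides those of the left ventricle. With 1 library per group there is no spread between mice to set a difference against, so no p-value is given and no difference has a replicate check. Exact Clopper-Pearson intervals of the ratio of unique gene reads give the counting error alone. Each gene list was set against 10000 random lists of the same size, matched on read number, and the percentile of its median among them describes these libraries only. In the left ventricle, the 10 features with the most reads took 17.6% of the unique reads in CHF and 28.0% in sham, against 4.12 to 4.95% in the brain libraries. The ratios were therefore also computed with the scaling factors of edgeR (TMM) and DESeq2. These were applied to unique gene reads, so they change the reads used as well as the scaling.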

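In both brain regions more genes were lower than higher in CHF mice. In the hippocampus 15 genes were lower and 6 higher past the threshold, and in the prefrontal cortex 5 were lower and 1 was higher. The lowest in the hippocampus were Fam126b (-1.23), which helps to hold a lipid kinase at the plasma membrane, Sh3bgrl (-1.22), a small adaptor protein, and Prex2 (-1.18), an activator of the GTPase Rac. Dio2 (-1.06) encodes the deiodinase that makes active thyroid hormone in the brain. Of the other lower genes, Matr3 (-1.03) and Zfml (-1.07) encode nuclear proteins that bind nucleic acids, Top2b (-0.97) a DNA topoisomerase, Ranbp2 (-1.00) a nuclear pore protein and Ipo7 (-0.96) an import receptor. Fut9 (-0.97), a fucosyltransferase of neurons, Erbb2ip (-0.92) and Reps2 (-0.92) were lower as well. Eif3a, a subunit of a translation initiation factor, stood at the threshold with -0.8999. Among the higher genes, Plin4 (1.22, 95% interval 0.92 to 1.53) encodes a coat protein of lipid droplets, and had 326 and 124 reads in CHF and sham. Krt12 (0.96) is a keratin of the corneal epithelium. In the same libraries the 7 measured markers of meninges and fibroblasts had a median log2 ratio of 0.34, led by Slc6a13 (0.68), a GABA transporter of the meninges. Il31ra (1.01), a cytokine receptor chain, and Esp38 (1.28), a secreted peptide of the exocrine gland family, had 43.8 and 1.19% unique reads, and their unique reads alone gave log2 ratios of 0.86 and 0.64. Krt12 had 71.5%. Erdr1, the remaining lower gene of the prefrontal cortex apart from 4 immediate early genes, had a log2 ratio of -0.93 with 15.9% unique reads, and TMM put it at -0.83. Transcripts of the 15 lower hippocampal genes were rich in A and T, with a GC content of 35.0 to 44.0%, and 13 of the 15 lay in the lowest 10% of all genes, whose median was 50.6%. Once the trend of the log2 ratio on GC was taken out, 11 of the 15 were past the threshold, and the median of the 15 went from -1.00 to -0.93. These 15 genes rest on 104 to 1145 unique reads per library, and the interval of every called gene of both regions lay on one side of 0. Of the called hippocampal genes 28.6% were higher. CPM of unique gene reads gave 4 higher and 19 lower genes (17.4% higher), and TMM, also from unique reads, 3 and 21 (12.5% higher). Most of the change thus came with the use of unique reads, before any change of scaling.

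**Figure D1:**
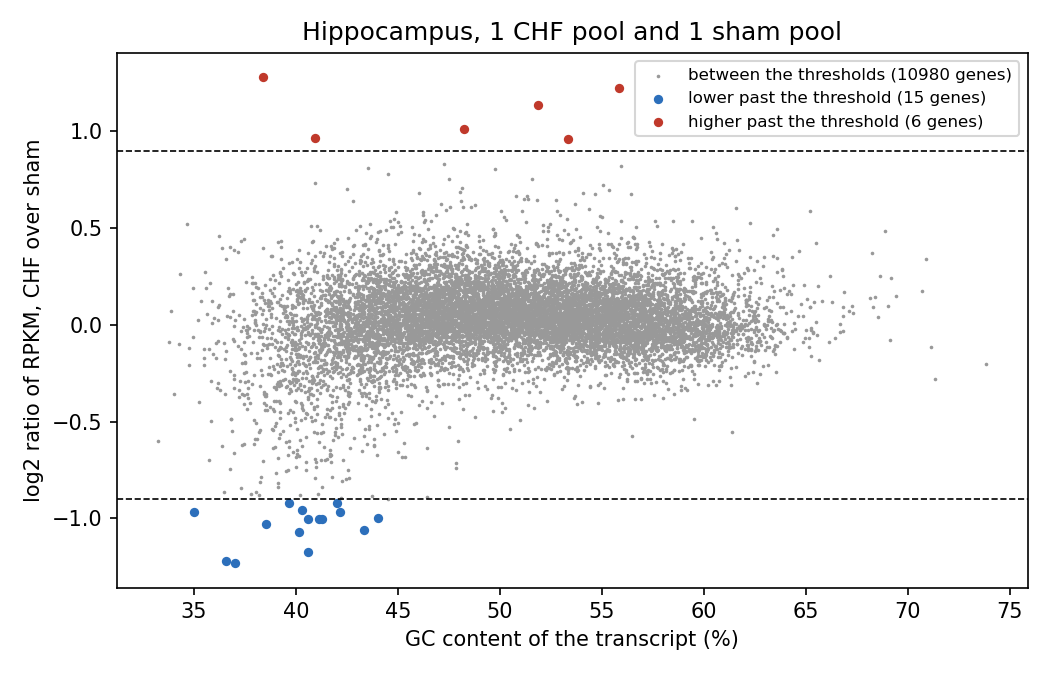
Each point is 1 of the measured hippocampal genes with a transcript sequence, placed by the GC content of its transcript in percent (horizontal axis) and its log2 ratio of RPKM, CHF over sham (vertical axis), and the dashed lines are the thresholds of 0.9 and -0.9. The 15 lower genes (blue) lie between 35.0 and 44.0% GC, and the 6 higher genes (red) are spread wider, while with TMM of unique gene reads 21 genes are lower and 3 higher.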

A subset of regulated genes of interest was confirmed by RT-PCR to further verify our results of RNA-sequencing analysis. 1182 genes were regulated in the left ventricular myocardium after development of CHF after MI. 

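Far more genes passed the threshold in the left ventricle than in the brain: 1177 of 9771 measured genes (12.0%), 1027 of them higher and 150 lower in CHF. The strongest group was the extracellular matrix, with 25 of 26 measured genes higher and a median log2 ratio of 3.17, which is 2.95 above the median of all genes and above that of every random list. Cilp, a matrix protein of fibroblasts, was 45.9-fold higher (log2 5.52, 95% interval 5.30 to 5.75, 10257 and 174 reads in CHF and sham). Thbs1 (4.96) encodes thrombospondin 1, Postn (4.44) the fibroblast protein periostin, and Col14a1 (4.31) a collagen that sits on fibrils. The gene that did not pass, named after its value was seen, was Col4a1 (0.84), a collagen of basement membranes. Others among the 10 highest were Adamtsl2 (4.60), which acts on TGF-β in the matrix, Wisp2 (4.55), a secreted matrix protein, Itgbl1 (4.17), the complement gene C4b (4.02) and Fibin (3.95). The lowest genes included Pfkfb1 (-2.29), an enzyme that sets the rate of glycolysis, Fbp2 (-1.71), the fructose bisphosphatase of muscle, and Ces1d (-1.72), a carboxylesterase that hydrolyses lipid esters. Clcn1 (-2.06) is a chloride channel of muscle and Dbp (-2.04) a transcription factor of the circadian clock. Lrrc4b (-1.95), Lrrc15 (-1.82) and Myo5c (-1.69) were also among the 10 lowest. The share of higher genes, 87.3%, depended on the scaling. TMM gave 642 higher and 379 lower genes (62.9% higher) and DESeq2 617 and 404 (60.4%), while leaving the 10 largest features out of the totals, a setting chosen after seeing the data, gave 762 and 264 (74.3%). With TMM, 791 of the 1177 genes were called in the same direction.

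**Figure D2:**
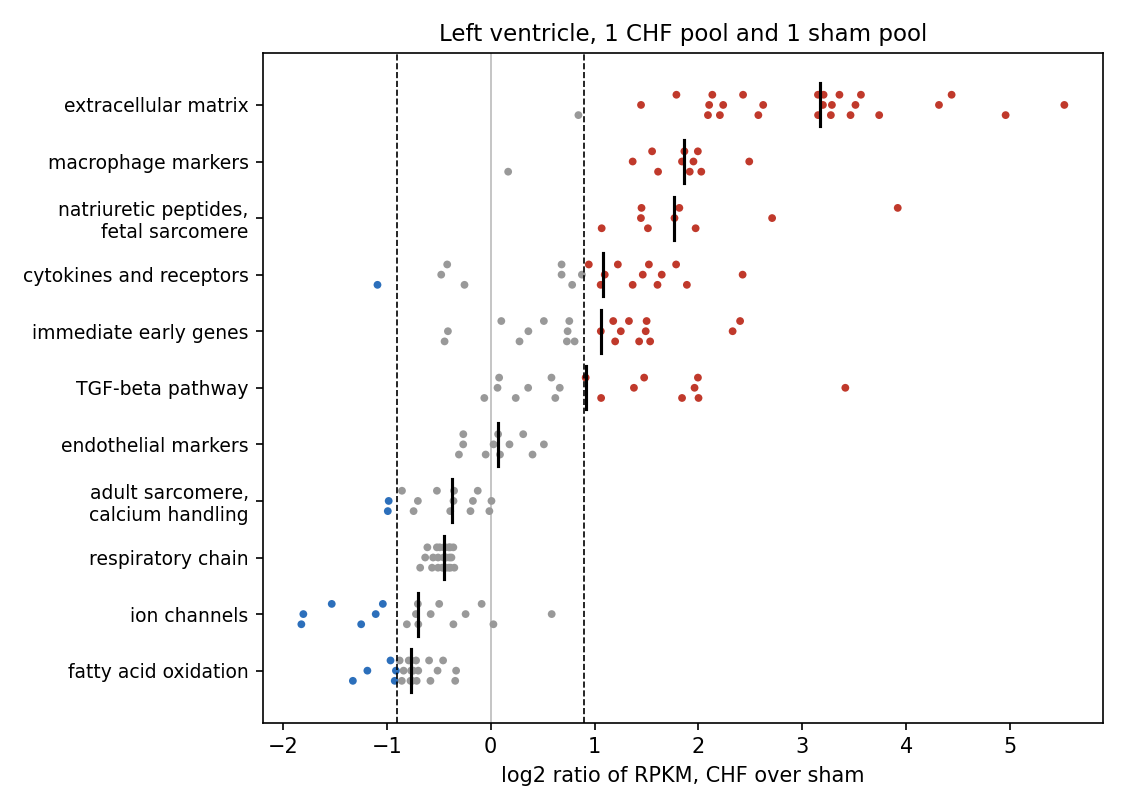
Each point is 1 measured gene of a list in the left ventricle, placed by its log2 ratio of RPKM, CHF over sham; red points are higher and blue points lower past the dashed thresholds of 0.9 and -0.9, grey points lie between, and black bars are medians. Extracellular matrix genes lie farthest to the right and fatty acid oxidation genes all lie below 0, while the median of the endothelial markers, 0.07, falls to -0.23 with TMM.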

Nr4a1 was the only gene regulated both in left ventricular tissue (5-fold increase) and in the prefrontal cortex (almost 2-fold decrease) of CHF mice. 

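Nr4a1, an orphan nuclear receptor that neurons and macrophages switch on within minutes of a stimulus, went in opposite directions in heart and brain. In the left ventricle it was 5.28-fold higher in CHF (log2 2.40, 95% interval 2.24 to 2.56, 2501 and 369 reads in CHF and sham), and in the prefrontal cortex 1.9-fold lower (log2 -0.92, -1.00 to -0.85, 2289 and 5246 reads). It lies on chromosome 15 from 101266846 to 101274795. Another immediate early gene, the AP-1 transcription factor Junb, was also higher in the left ventricle, with a log2 ratio of 1.49 (1.31 to 1.67; 1188 and 329 reads), and passed the threshold in the prefrontal cortex in the lower direction. Prg4, which encodes the lubricating glycoprotein lubricin (chromosome 1 from 150449412 to 150466165), was higher in both, with 0.98 in the prefrontal cortex (0.70 to 1.26; 279 and 171 reads) and 1.53 in the left ventricle (1.39 to 1.67; 2046 and 552 reads). These 3 genes were the overlap of 4 called genes of the prefrontal cortex with 887 of the left ventricle, among 8454 genes measured in both. Independent lists of these sizes would share 0.42 genes. Taking out the trend on GC content ended the calls of Nr4a1 (-0.89) and Junb in the prefrontal cortex and left Prg4 as the shared gene, and a threshold of 1.0 left 0. In the hippocampus, the genes past the threshold shared 1 gene, Sh3bgrl, with the left ventricle, against 1.60 expected. Its log2 ratio in the left ventricle was 0.98, and TMM put it below the threshold there. Of 21 measured immediate early genes of the left ventricle, 11 were higher and 0 lower, with a median 0.84 above that of all genes. Maff (2.33), a small Maf transcription factor, the kinase gene Sik1 (1.53) and Fos (1.50) followed Nr4a1. With TMM 10 and with DESeq2 9 of the 21 were higher. In the same libraries 10 of 11 macrophage markers (median 1.86) and 25 of 26 matrix genes (median 3.17) were higher. The paper relates the higher level of Nr4a1 in the heart to macrophages and their role in remodeling after MI, and proposes Nr4a1 as a potential link between the brain and the failing heart.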

Further gene regulation of the CHF myocardium is not the main topic of this manuscript and is therefore not presented in detail.

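Besides the matrix genes, the left ventricle of CHF mice showed higher natriuretic peptide and fetal sarcomere genes and lower genes of fatty acid oxidation and of ion channels. In the same bulk tissue 25 of 26 matrix genes (median 3.17) and 10 of 11 macrophage markers (median 1.86) were higher. Whether the share of heart muscle cells differed was not tested, so regulation within these cells cannot be told apart from it. All 9 measured natriuretic peptide and fetal sarcomere genes were higher, led by Nppa (3.92), the atrial natriuretic peptide, Myh7 (2.71), the fetal myosin heavy chain, the skeletal actin gene Acta1 (1.97) and Nppb (1.82), the B-type peptide. Of 14 adult sarcomere and calcium handling genes 2 were lower, Myh6 (-0.99), the adult myosin heavy chain, and Atp2a2 (-0.98), the calcium pump of the sarcoplasmic reticulum. Myh6 and Myh7 are near-identical neighbors that can share reads, and 74.5 and 63.0% of their reads were unique. All 23 measured fatty acid oxidation genes had a ratio below 0, and 5 passed the threshold, among them the mitochondrial carrier Ucp3 (-1.33), Acaa2 (-1.19), a thiolase of the last step, and Eci1 (-0.96), an enoyl-CoA isomerase. The median was -0.76, or -0.99 relative to all genes. The 25 measured respiratory chain genes also all lay below 0, with 0 past the threshold. Their median was -0.67 relative to all genes, and the lowest was Sdha (-0.68), a subunit of succinate dehydrogenase. Of 17 cardiac ion channel genes 6 were lower, with a median of -0.92 relative to all genes. Kcnd2 (-1.82) and its partner Kcnip2 (-1.53) form the transient outward potassium channel, Kcnj3 (-1.80) the channel opened by acetylcholine, and Hcn4 (-1.25) the pacemaker channel. Smooth muscle and pericyte markers were split, with 4 of 8 higher, such as Tagln (1.87) and Acta2 (1.51), and 1 lower, the potassium channel subunit Abcc9 (-1.06). Of 11 endothelial markers 0 passed the threshold, with Cldn5, a tight junction gene of endothelium, at 0.51. Their median lay -0.15 from that of all genes. With TMM, 17 fatty acid oxidation genes, 10 ion channel genes, 5 adult sarcomere genes and 3 respiratory chain genes were lower past the threshold, 8 natriuretic and fetal genes were higher, and 2 smooth muscle markers were higher.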

**Figure 8:**
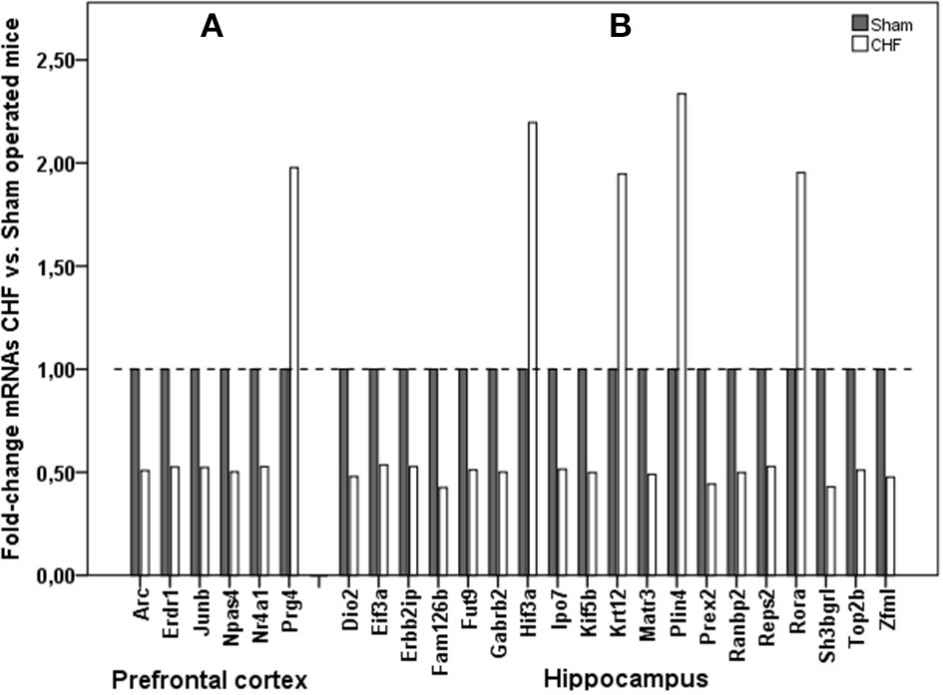
**mRNA sequencing in the brain**. Comparison of mRNA expression in **(A)** prefrontal cortex and **(B)** hippocampus of CHF (*n* = 3) and sham (*n* = 6) mice.

## Discussion

Taken together, our study shows that experimental CHF in mice induced depression-like behavior indicated by a persistent anhedonic-like state, reduced motivation and preference for novelty as well as impaired cognitive abilities.

### Depression and anhedonia in CHF

Anhedonia is a state of decreased ability to experience pleasures or rewards and is a core symptom of clinical depression. In rodents, a decrease in sucrose preference can be regarded as a primary feature of anhedonia, suggesting a depression-like state (Strekalova et al., 2004). Previous studies have shown that acute MI in rats induces anhedonia (Wann et al., 2007, 2009; Bah et al., 2011). Our findings show a persistent anhedonic state in mice with CHF. Lack of differences in body weight between the groups excludes possible metabolic confounders contributing to different sucrose intake. Moreover, sucrose preference was negatively correlated with infarct size, suggesting that severity of the hedonic deficit was associated with the degree of cardiac dysfunction. Despair is also a major symptom of clinical depression. However, we did not perform the forced swim test to assess behavioral despair in anticipation of increased mortality in CHF mice subsequent to the test-induced stressful experience and based on the inherent limitation that the forced swim test was originally designed to test antidepressant drug efficacy.

### Anxiety-like behavior in CHF

To assess anxiety-like behavior and other features of depression-like behavior, such as interest in novelty, exploratory behavior, as well as general locomotor activity, mice were tested in the elevated plus maze, the light-dark box and the open field. The avoidance of the aversive areas and preference of the more protected zones of the respective arenas were similar in both groups in all three tests.

While measures suggestive of anxiety-like behavior were not affected by CHF, CHF mice exhibited both a decreased locomotor activity and a lack of motivation to explore a novel environment. However, EPM, LDB, and OF tests explicitly depend on intact sensory and motor functions. Thus, abnormalities in locomotor activity may confound the results, especially when analyzing conventional spatiotemporal measures such as latency to enter, number of entries and time spent in the aversive area (Cryan and Holmes, 2005). We assessed additional parameters such as rearing, grooming, freezing, head dipping, stretching, defecation and urination to control for these confounders. In the present study, locomotor activity was significantly reduced in CHF mice in the OF, but not in the EPM, whereas vertical rearing activity was significantly affected in both tests. However, the relative velocity did not differ between CHF and sham mice in both EPM and OF, suggesting that CHF did not cause grave physical disabilities. The analysis of vegetative behaviors, as measured by defecation and urination (a conventional emotionality index) in the EPM, LDB, and OF, did not reveal a significant difference between CHF mice and sham controls. Taken together, our data indicate that the reduced exploratory behavior observed in CHF mice was most likely due to a lack of motivation and reduced preference for novelty rather than an anxiety-induced suppression of exploration.

Grooming behavior is an established marker of stress in rodents, including stress-coping and de-arousal (Kalueff and Tuohimaa, 2005). However, rodent's self-grooming can be increased by both stress and comfort conditions (Kalueff and Tuohimaa, 2004). Since exposure to a novel environment induces mild to moderate levels of stress, the grooming behavior observed in our tests can be considered as stress-evoked “displacement” grooming, which is different from low-stress grooming and characterized by frequent and rapid short bursts (Kalueff and Tuohimaa, 2005). Analysis of grooming behavior revealed a significant increase in the number and duration of grooming bouts in CHF mice in the OF, but not in the EPM, suggesting that CHF induced deficits in stress-coping depending on the type of test.

### Cognitive impairment in CHF

To assess non-spatial learning and memory, mice were tested in the OR test, which is based on the spontaneous tendency of rodents to explore a novel object over a familiar one (Ennaceur and Delacour, 1988). Using a 1 h retention interval between training and testing phase, we could show that CHF mice display less habituation to the testing environment and a significantly decreased ability to discriminate between a novel and a familiar object. Thus, CHF induced deficits in short-term recognition memory, which is found in patients with depressive disorder (Kindermann et al., 2012).

### Mechanistic considerations

Elevation of serotonin, being associated with depression, platelet activation and increased cardiovascular risk (Williams, 2012), was found in myocardial tissue, accompanied by increased expression of 5HT2B (one of serotonin receptors), which suggests serotonin system to be involved in remodeling processes during development of CHF. However, other pathways than serotonin system could also be of mechanistic importance to understand the interrelation between the brain and the failing heart: Several brain regions are activated in rats after MI and in CHF patients as for example the hypothalamic paraventricular nucleus (Han et al., 2010; Rana et al., 2010; Almeida et al., 2012). Visual examination of brain MRI can detect damage in patients with CHF in areas regulating depression and executive function, including the right hippocampus and left frontal cortex (Pan et al., 2013). 

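Of the measured markers of the cell types of the brain, none passed the threshold in either region. Of the 10 neuron markers, the lowest in the hippocampus was Gad2 (-0.28), an enzyme of GABA synthesis, and their medians were -0.07 in the hippocampus and 0.02 in the prefrontal cortex. The one with the highest RPKM, the vesicular glutamate transporter Slc17a7, had -0.15 and -0.05. Oligodendrocyte markers were low in both, with medians of -0.13 and -0.18 over 9 genes, at percentiles 0.01 and 0.02 of the random lists. The myelin gene Mobp (-0.25) had the lowest ratio in the prefrontal cortex. Endothelial markers had medians of 0.14 and 0.07 over 11 genes. Among regional markers, all 8 measured thalamic genes lay above 0 in the hippocampus (6 with TMM or once the GC trend was taken out), led by the transcription factor Tcf7l2 (0.83), with a median of 0.18, and 7 had a median of -0.07 in the prefrontal cortex. Striatal genes had a median of 0.18 in the hippocampus, led by Rgs9 (0.39), a regulator of G-protein signaling, and 0.00 in the prefrontal cortex (-0.01 with TMM). Dentate gyrus markers had a median of 0.16 in the hippocampus, led by the ion channel gene Trpc6 (0.58), while CA1 and CA3 markers (0.03) and neocortex markers (0.01) lay near 0 and on its other side with TMM. In the prefrontal cortex, CA1 and CA3 markers had a median of 0.03 and neocortex markers one of 0.04, and the 2 dentate gyrus markers measured there were at 0.05 and 0.03. Meningeal and fibroblast markers had a median of 0.34 over 7 genes in the hippocampus, at percentile 99.99, and of 0.16 over 6 in the prefrontal cortex. Of the choroid plexus markers, Ttr, which carries thyroid hormone in cerebrospinal fluid, was at 0.39 in the hippocampus, where 4 were measured with a median of 0.07, and Enpp2 at -0.02 was the marker measured in the prefrontal cortex. The hemoglobin genes Hba-a1 and Hbb-b1 had 0.02 and -0.22 in the hippocampus and 0.39 and 0.26 in the prefrontal cortex. No gene passed the threshold in both brain regions. The lower genes of the hippocampus had a median log2 ratio of 0.10 in the prefrontal cortex, with 11 of 15 above 0, and its 6 higher genes had a median of 0.11, with 3 above 0.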

Even though we could not find general structural changes in brains of mice after MI, we could detect differences of RNA expression of several hippocampal and prefrontal cortical genes—both brain regions, whose structural and functional alterations are associated with an increased risk for developing major depressive disorder (Spinelli et al., 2013).

#### Gene expression in the hippocampus

Hypoxia-inducible factors (HIFs) are key mediators of cellular adaptation to hypoxia, but also respond to non-hypoxic stimuli. It is thought that factors containing the alpha-3 subunit are negative regulators of hypoxia-inducible gene expression (Makino et al., 2001). Transcriptional up-regulation of HIF-3alpha as found in CHF mice in hippocampus may therefore represent a typical response to *in vivo* hypoxia, hypoglycaemia, and glucoprivation in the brain after MI and CHF development (Heidbreder et al., 2007).

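Hif3a, the HIF subunit that can restrain the response to hypoxia, was 2.2-fold higher in the hippocampus of CHF mice (log2 1.14, 95% interval 0.84 to 1.45). It lies on chromosome 7 from 17030993 to 17062427 and had 317 and 128 unique gene reads in CHF and sham. In the prefrontal cortex it had the same direction, with a log2 ratio of 0.60 on 176 and 140 reads, short of the threshold. Of the 10 measured HIF subunits and regulators, Hif3a was the 1 past the threshold in the hippocampus and 0 were lower. The others with the largest ratios were Egln3 (0.67), a prolyl hydroxylase that marks HIF for degradation, the partner subunit Arnt (0.37) and Hif1a (-0.29), the subunit that drives most of the acute response. Genes induced by hypoxia showed no common direction there: 0 of 18 measured genes passed the threshold, 9 lay above 0 and 9 below, and the median was -0.00 (0.01 with CPM of unique gene reads), at percentile 19.2 of the random lists. Aldoa (-0.28), an enzyme of glycolysis, Slc2a1 (0.25), the glucose transporter of the blood-brain barrier, and Hk2 (-0.22), a hexokinase, had the largest ratios after Egln3. The same 18 genes had a median of 0.07, at percentile 99.3, in the prefrontal cortex (0.02 with TMM and 0.01 with CPM), with 0 past the threshold and Egln1, another prolyl hydroxylase, at 0.23. The median of the HIF list was 0.01 in the hippocampus, which turned to -0.04 with TMM, and 0.02 in the prefrontal cortex, which turned to -0.01 once the trend on GC content was taken out.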

The nuclear receptor Retinoid-related orphan receptor-alpha (RORA), which is up-regulated in hippocampus of CHF mice, exerts a bi-directional regulation of astrocytes, being neuro-protective and anti-inflammatory, a pluripotent molecular player in constitutive and adaptive astrocyte physiology as adaptation after CHF development (Journiac et al., 2009). Additionally, several genetic studies have found an association between variations of RORA and pro-depressive behavior in humans (Utge et al., 2010), which fits to RORA up-regulation in mice with pro-depressive behavior due to CHF.

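Rora, a nuclear receptor of astrocytes and neurons that also takes part in the circadian clock, had a log2 ratio of 0.97 in the hippocampus of CHF mice, on 356 and 166 unique gene reads in CHF and sham. Its 95% interval ran from 0.66 to 1.20, and the gene spans chromosome 9 from 68653802 to 69379031. Its ratio in the prefrontal cortex was -0.25. In the same libraries all 8 measured thalamic markers lay above 0, or 6 of the 8 with TMM (median 0.18, highest 0.83 for Tcf7l2). Of 11 markers of astrocytes measured in the hippocampus 0 passed the threshold, and their median was -0.00, at percentile 43.2 of the random lists. The largest ratios were those of Aqp4 (-0.63), the water channel of astrocyte endfeet, and Gjb6 (0.35), a connexin of gap junctions. The marker with the highest RPKM, the aldolase gene Aldoc, was at -0.12. Astrocyte markers of the prefrontal cortex had a median of 0.10, at percentile 99.8, led by S100b (0.28), a calcium-binding protein. The call of Rora depended on the setting. From unique gene reads, DESeq2 gave 0.89, below the threshold, and TMM 0.8973. A pseudocount of 0.01 RPKM gave 0.56. The RPKM of Rora was 0.0189 in CHF and 0.0097 in sham, scaled by a listed length of 725 kb that includes introns. The pseudocount is thus about as large as the sham value, and the 0.56 says little about the reads. CPM (0.93) and the GC trend taken out (1.04) kept it past the threshold. Exon reads (0.97) are the reads that RPKM is made from and differ from it in the library total alone, so they are no separate check.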

Furthermore, there seem to be changes in axonal vesicular transport with subsequent maintenance of presynaptic function and regulation of synaptic plasticity and synaptic transmission in hippocampus after CHF induction as far as we found down-regulation in gene expression of Kif5b, responsible for axonal vesicular transport, and Gabrb2, responsible for regulation of synaptic transmission (Ma et al., 2009). 

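Kif5b and Gabrb2 were each about 1 log2 unit lower in the hippocampus of CHF mice. Kif5b, the heavy chain of a kinesin that carries vesicles and mitochondria along axons, lies on chromosome 18 from 6201005 to 6241524 and had a log2 ratio of -1.00 (95% interval -1.19 to -0.84) on 413 and 742 unique gene reads in CHF and sham. Gabrb2, a beta subunit of the GABA-A receptor, the main inhibitory receptor of the brain, lies on chromosome 11 from 42419757 to 42632591 and had a log2 ratio of -1.00 (-1.19 to -0.83) on 401 and 716 reads. Their ratios in the prefrontal cortex were 0.08 and 0.10. Among 19 motor genes of the kinesin and dynein families Kif5b was the 1 past the threshold. The next were Kif2a (-0.44), which trims microtubules, and the neuronal heavy chain Kif5a (-0.22), and the median was -0.04, at percentile 8.26 of the random lists. Of 10 GABA-A receptor subunits 1 was lower and 8 lay below 0, with a median of -0.18 that was below all random lists. Gabra2 (-0.71) was the next lowest. That Gabrb2 was low was known from the paper when the list was written. The subunits had a median of 0.05 in the prefrontal cortex. Of 19 presynaptic genes 0 passed the threshold and 15 lay below 0, with a median of -0.08 at percentile 0.25. Pclo (-0.32), a scaffold of the active zone, and Syp (-0.23) and Snap25 (-0.22), proteins of vesicle release, were lowest, and the median in the prefrontal cortex was 0.03. Of 15 ionotropic glutamate receptor subunits 0 passed. Gria2 (-0.48), an AMPA receptor subunit, and Grin2b (0.37), an NMDA receptor subunit, lay on opposite sides of 0. The median was 0.03, and -0.00 with TMM, in the hippocampus and -0.08 in the prefrontal cortex, where motor genes had a median of -0.02. The transcripts of Kif5b and Gabrb2 have a GC content of 41.1 and 44.0%, and the GABA-A subunits as a list a median of 42.1%. Once the trend on GC content was taken out, the median of that list was -0.14. The random lists were not matched on GC content. Of 141 hippocampal genes with a log2 ratio of -0.5 or lower, 72.3% lay in the lowest 10% of transcript GC. From the lower Kif5b and Gabrb2, the paper proposes changes in axonal vesicular transport and synaptic transmission in the hippocampus after CHF induction.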

Corresponding to our findings Gabrb2 was found to be decreased in the brain in mood disorders (Zhao et al., 2012).

#### Gene expression in the prefrontal cortex

Furthermore, gene expression in the prefrontal cortex revealed a few regulated genes after MI. 

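Immediate early genes are switched on fast by neuronal activity, and 4 of the 31 measured in the prefrontal cortex were lower past the threshold in CHF mice. Npas4, a transcription factor induced by calcium entry into neurons, had a log2 ratio of -1.00 (95% interval -1.16 to -0.83) on 447 and 1076 unique gene reads in CHF and sham, and lies on chromosome 19 from 4984355 to 4989971. Arc, a cytoskeletal protein of synaptic plasticity on chromosome 15 from 74669083 to 74672570, had a log2 ratio of -0.97 (-1.04 to -0.91) on 2596 and 6161 reads. Junb and Nr4a1 were the other 2, while 0 of the 31 were higher and 25 lay below 0. The median of the list was -0.21, below all 10000 random lists. The list was written after the paper's values of these 4 genes had been seen, and was not compared without them. Its place among random lists is therefore no independent support. Dusp1 (-0.78), a phosphatase that ends MAP kinase signaling, and Klf4 (-0.63), a transcription factor, came next. The other low genes of the region were Lor (-0.71), Hist3h2ba (-0.63) and Baiap3 (-0.62), and its highest after Prg4 were Gm6976 (0.81), Krt12 (0.71) and Tmem215 (0.69), none of them past the threshold. In the hippocampus 0 of 30 immediate early genes passed the threshold and the median was 0.06. There Npas4 had -0.21, Arc -0.23 and Klf2, a transcription factor of endothelium, 0.60. The 4 lower genes of the prefrontal cortex have transcripts with a GC content of 55.6 to 62.6%. Once the trend on GC content was taken out, the median of the list was -0.15 and 2 genes, Npas4 and Arc, were past the threshold.

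**Figure D3:**
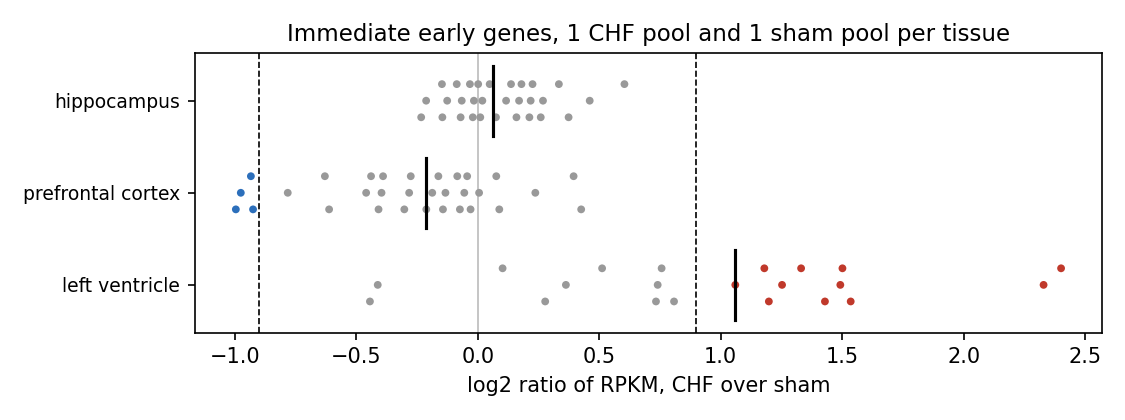
Each point is 1 measured immediate early gene, in rows by tissue, placed by its log2 ratio of RPKM, CHF over sham; blue points are lower and red points higher past the dashed thresholds of 0.9 and -0.9, grey points lie between, and black bars are medians. The 4 blue points of the prefrontal cortex are Npas4, Arc, Junb and Nr4a1, and the points of the left ventricle lie mostly to the right of 0, with a median of 0.79 with TMM.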

We found diminished expression of Npas4, Arc, Junb, and Nr4a1 in CHF. Npas4 has been implicated in the formation and maintenance of inhibitory synapses (Shamloo et al., 2006) and it is transcribed in response to excitatory synaptic activity (Lin et al., 2008). Actual findings suggest that Npas4 participates in the regulation of the balance between neuronal excitation and inhibition by contributing to the maintenance of the inhibitory pathways (Coutellier et al., 2012). Relative hippocampal Npas4 expression was significantly lower in a rat depression model compared to controls (Zhang et al., 2014).

Activity-regulated cytoskeleton-associated protein (Arc, also known as Arg3.1) is a plasticity protein which is believed to play a critical role in learning and memory-related molecular processes (McIntyre et al., 2005). Arc is widely considered to be an important protein in neurobiology because of its activity regulation, localization, and utility as a marker for plastic changes in the brain (Kang et al., 2008). CHF is known to be associated not only with depression but also with cognitive impairment in humans (Angermann et al., 2012; Huijts et al., 2013), thus Arc could be a potential link between CHF and cognition.

Junb as a protooncogen has additional function in behavioral changes and was found to be up-regulated in depression (Orsetti et al., 2009). We found decreased Junb levels in CHF mice with depression-like behavior, with the result that function of Junb cannot be finally established in depression.

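Junb, an AP-1 transcription factor that can oppose its relative Jun, had a log2 ratio of -0.93 in the prefrontal cortex of CHF mice, on 902 and 2080 unique gene reads in CHF and sham (95% interval -1.05 to -0.82). The gene lies on chromosome 8 from 84976909 to 84978748. Its relatives stood nearer to 0 there, with -0.16 for Jun, -0.28 for Fos, 0.08 for Fosb and 0.09 for Fosl2, and Junb itself had 0.12 in the hippocampus. These 4 relatives were named after their values were seen. The GC content of the Junb transcript is high, at 62.6%, and its log2 ratio was -0.81, short of the threshold, once the trend on GC content was taken out.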

Nr4a1 (also, so-called NGFIB) protein is involved in cell cycle mediation, inflammation and apoptosis and is expressed in macrophages and plays a key role in mediating inflammatory responses (Pei et al., 2006). 

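In the left ventricle of CHF mice, markers of macrophages were higher nearly throughout: 10 of 11 measured genes were higher and 0 lower, with a median log2 ratio of 1.86, which is 1.64 above that of all genes. Ctss (2.49), a lysosomal protease of antigen-presenting cells, Lyz2 (2.03), the lysozyme of macrophages and the marker with the highest RPKM, and the complement genes C1qb (1.99) and C1qc (1.95) led the list, and all 10 were also higher with TMM. The marker that did not pass was Cd163 (0.17), a scavenger receptor of resident macrophages, named after its value was seen. Of 13 lymphocyte markers 0 were measured in the left ventricle. In the brain, microglia, the resident macrophages, showed 0 of 11 markers past the threshold in either region, with a median of 0.08 in the hippocampus and 0.06 in the prefrontal cortex. C1qb was at 0.29 in the prefrontal cortex. C1qa, which had the highest RPKM of these markers, had 0.09 and -0.01. Nr4a1 had a log2 ratio of -0.09 in the hippocampus.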

Nr4a1 is the only gene which was regulated both in the brain and in the heart: almost 2-fold decreased in the prefrontal cortex and 5-fold increased in left ventricular myocardium of mice with CHF, which is not surprising as far as macrophages are well known to play a relevant role in remodeling after myocardial infarction (Hamid et al., 2009; Ismahil et al., 2013).

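The measured mediators of inflammation differed little in the brain between CHF and sham mice. Of 9 measured in the hippocampus 0 passed the threshold and 8 lay above 0, with a median log2 ratio of 0.13 at percentile 88.9 of the random lists. The largest were Il1r1 (0.26), the receptor of interleukin-1, and the transcription factor genes Stat3 (0.22) and Nfkb1 (0.19). In the prefrontal cortex 6 were measured and 0 passed, with a median of 0.04 at percentile 79.0. Nfkbia, an inhibitor of NF-κB that NF-κB itself induces, was at 0.35, and the adhesion molecule gene Vcam1 at 0.12. Most of the 26 genes of the list, the other mediators among them, had under 100 unique gene reads in a brain library and were not counted as measured there.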

In summary, we can conclude that we did not find histological, structural changes in the brain of CHF mice, but we found relevant changes in the expression of genes responsible for axonal vesicle transport (Kif5b), signal transduction (Arc, Gabrb2), limitation of inflammation (RORA; Nr4a1) and of hypoxic brain damage (Hif3a). Besides, the actual literature describes some of the genes (RORA, Gabrb2, Npas4, and Junb) being associated with depression-like behavior. Nr4a1 significantly regulated in both brain and heart tissue after induction of ischemic CHF could be a potential link and reveals the central role of inflammation in the interrelation of the brain and the failing heart.

### Clinical perspective

CHF in mice leads to depression- like behavior suggesting that this interrelation is independent of human psychosocial stress. The SADHART-CHF trial found that treatment with sertraline compared with placebo did not provide greater reduction in depression or improved cardiovascular status among patients with HF and depression. However, patients were only treated with sertraline for 12 weeks in this study, which might be a too short time (O'connor et al., 2010). Further studies are on their way like the MOOD-HF trial which addresses this question (Angermann et al., 2007). The CHF mouse model may be used for further mechanistic studies and developing therapeutic concepts beyond antidepressants.

## Conclusion

This study shows that experimental CHF in mice induces an anhedonic-like state, which persists 8 weeks after the initial insult. The hedonic deficit was accompanied by other features of depression-like behavior, such as decreased exploratory activity, lessened interest in novelty and impaired stress-coping. The behavioral changes in mice are comparable to symptoms observed in humans with heart failure and comorbid depression. On the molecular level we find evidence for changes in cerebral gene profile related to inflammation and signal transduction. Thus, the present model of behavioral evaluation in mice with CHF after MI gives us new pathophysiologic insights of heart-brain interaction during the process of heart failure development.

## Funding sources

This work was supported by grants from the Bundesministerium für Bildung und Forschung (BMBF01 EO1004) through the Comprehensive Hear Failure Center (Anna Frey, *S*andy Popp, Georg *Er*tl, Klaus-Peter Lesch, Stefan *Fr*antz) and the Deutsche Forschungsgemeinschaft (DFG) through SFB 688 (Georg *Er*tl, Stefan *Fr*antz) and SFB 581, B9 (Klaus-Peter Lesch).

## Author contributions

We hereby confirm that all authors made substantial contributions to the manuscript since they were involved in all steps between conceptualization, design, conduct of the study, analysis and interpretation of data, and drafting of the article. Finally, all authors critically revised its content and approved the submitted version.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Experimental heart failure causes depression-like behavior together with differential regulation of inflammatory and structural genes in the brain
**Source:** Front Behav Neurosci. 2014 Oct 31;8:376. doi: 10.3389/fnbeh.2014.00376

***Supplementary Material***

**Chronic heart failure and depression: anhedonia, motivation deficits, and functional brain changes in mice with myocardial infarction**

**Short title: Depression in mice with chronic heart failure**

**Anna Frey^1,3*^, MD, Sandy Popp^2,3*^, Antonia Post^2^, Simon Langer^1,3^, Marc Lehmann^1,3^, Ulrich Hofmann^1,5^, Anna-Leena Sirén^4^, MD, Leif Hommers^2,5^, MD, PhD, Angelika Schmitt^2^, PhD, Tatyana Strekalova^6^, PhD, Georg Ertl^1,3^, MD, Klaus-Peter Lesch^2,3,6^, MD, Stefan Frantz^1,3^, MD**

1. **Supplementary Figures and Tables**

## Suplementary Tables

**Supplementary Table 1 Sucrose Preference Test.**

|  | Mean±SEM | | ANOVA | | Correlation | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CHF** | **Sham** | ***F*** | ***p*** | ***r*** | ***p*** |
| Sucrose intake [ml] | 2.97±0.15 | 3.45±0.14 | 5.32 | **0.029*** | -0.468 | **0.022*** |
| Water intake [ml] | 1.17±0.12 | 0.89±0.08 | 4.15 | 0.051 | 0.264 | 0.138 |
| Total liquid intake [ml] | 4.14±0.10 | 4.34±0.09 | 2.32 | 0.139 | -0.431 | **0.033*** |
| Sucrose preference [%] | 71.17±2.84 | 78.92±1.99 | 5.29 | **0.029*** | -0.391 | **0.049*** |

Mean±SEM. Average values for CHF (*n*=13) and sham mice (*n*=16) over a testing period of 8 weeks. Pearson’s correlation for all MI-sizes (*n*=19). (**p*<0.05)

**Supplementary Table 2 Elevated Plus Maze.**

|  | Mean±SEM | | *t*-Test | | Correlation | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CHF** | **Sham** | ***T*** | ***p*** | ***r*** | ***p*** |
| Distance traveled [cm] | 899.51±79.63 | 1019.74±86.62 | 1.00 | 0.325 | 0.208 | 0.196 |
| Time spent moving [%] | 15.04±1.21 | 16.90±1.27 | 1.04 | 0.308 | 0.247 | 0.154 |
| Relative velocity [cm/s] | 9.86±0.17 | 9.97±0.24 | 0.35 | 0.727 | 0.176 | 0.235 |
| Entries OA | 13.77±2.39 | 12.06±2.53 | -0.48 | 0.634 | 0.308 | 0.100 |
| Entries CA | 18.62±2.11 | 19.81±1.70 | 0.45 | 0.658 | 0.187 | 0.222 |
| Time OA [%] | 21.37±5.05 | 26.83±5.44 | 0.72 | 0.477 | -0.151 | 0.269 |
| Time CA [%] | 45.30±5.30 | 51.00±4.95 | 0.78 | 0.440 | 0.084 | 0.366 |
| Time C [%] | 33.33±3.41 | 22.17±3.16 | -2.39 | **0.024*** | 0.100 | 0.343 |
| Distance OA [cm] | 75.20±24.69 | 85.07±24.33 | 0.28 | 0.780 | 0.174 | 0.239 |
| Distance CA [cm] | 654.34±68.31 | 748.68±85.10 | 0.84 | 0.410 | 0.142 | 0.281 |
| Distance C [cm] | 169.97±17.39 | 185.99±14.35 | 0.72 | 0.480 | 0.273 | 0.129 |
| Latency OA/CA [s] | 65.99±19.70 | 33.23±11.85 | -1.43 | 0.169 | -0.195 | 0.212 |
| Number of rears | 12.31±1.82 | 23.31±4.15 | 2.25 | **0.033*** | -0.034 | 0.445 |
| Grooming bouts | 3.77±0.56 | 4.44±0.66 | 0.75 | 0.458 | 0.200 | 0.206 |
| Defecation/Urination | 2.38±0.76 | 3.25±0.77 | 0.82 | 0.422 | -0.092 | 0.353 |

Mean±SEM. CHF (*n*=13); Sham (*n*=16). Pearson’s correlation for all MI-sizes (*n*=19). OA, open arms; CA, closed arms; C, center. (**p*<0.05)

**Supplementary Table 3 Light-Dark Box.**

|  | Mean±SEM | | *t*-Test | | Correlation | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CHF** | **Sham** | ***T*** | ***p*** | ***r*** | ***p*** |
| Number of head-pokes | 8.77±0.91 | 11.88±1.66 | 1.54 | 0.135 | -0.442 | **0.029*** |
| Duration of head-poking [s] | 17.89±2.63 | 27.34±4.91 | 1.59 | 0.124 | -0.441 | **0.029*** |
| Latency to first head-poke [s] | 166.63±27.47 | 144.42±27.94 | -0.56 | 0.580 | 0.149 | 0.271 |
| Entries into lit box | 2.54±0.51 | 3.75±0.67 | 1.39 | 0.177 | -0.193 | 0.214 |
| Time spent in lit box [s] | 64.43±12.81 | 67.10±10.69 | 0.16 | 0.873 | -0.069 | 0.389 |
| Latency to enter lit box [s] | 453.46±37.35 | 376.40±41.40 | -1.35 | 0.188 | 0.295 | 0.110 |
| Defecation/Urination | 1.31±0.46 | 2.50±0.62 | 1.55 | 0.134 | -0.227 | 0.175 |

Mean ± SEM. CHF (*n*=13); Sham (*n*=16). Pearson’s correlation for all MI-sizes (*n*=19). (**p*<0.05)

**Supplementary Table 4 Open Field.**

|  | Mean±SEM | | *t*-Test | | Correlation | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CHF** | **Sham** | ***T*** | ***p*** | ***r*** | ***p*** |
| Distance traveled [cm] | 2480.36±159.01 | 3132.07±202.64 | 2.44 | **0.021*** | -0.326 | 0.086 |
| Time spent moving [%] | 24.11±1.32 | 29.64±1.62 | 2.56 | **0.016*** | -0.419 | **0.037*** |
| Relative velocity [cm/s] | 17.05±0.41 | 17.51±0.34 | 0.86 | 0.397 | 0.155 | 0.264 |
| Center time [%] | 3.39±0.63 | 3.55±0.65 | 0.18 | 0.863 | -0.330 | 0.084 |
| Center distance [cm] | 266.66±47.38 | 343.99±64.44 | 0.93 | 0.362 | -0.326 | 0.087 |
| Center entries | 9.00±1.62 | 10.50±1.64 | 0.64 | 0.526 | -0.167 | 0.247 |
| Center latency [s] | 188.20±36.78 | 140.06±45.59 | -0.80 | 0.433 | 0.353 | 0.069 |
| Number of rears | 26.08±3.66 | 34.69±2.70 | 1.94 | 0.064 | 0.018 | 0.479 |
| Time spent rearing [s] | 21.22±2.83 | 26.30±2.24 | 1.43 | 0.165 | -0.108 | 0.376 |
| Latency to first rear [s] | 221.30±28.66 | 124.42±20.84 | -2.80 | **0.009**** | 0.209 | 0.268 |
| Grooming bouts | 5.69±0.61 | 3.69±0.55 | -2.43 | **0.022*** | 0.399 | 0.112 |
| Time spent grooming [s] | 18.23±1.93 | 12.52±1.56 | -2.33 | **0.028*** | 0.277 | 0.205 |
| Latency to groom [s] | 197.05±23.71 | 169.03±17.46 | -0.97 | 0.340 | 0.204 | 0.274 |
| Defecation/Urination | 2.00±0.57 | 2.00±0.58 | 0.00 | 1.000 | 0.125 | 0.305 |

Mean ± SEM. CHF (*n*=13); Sham (*n*=16). Pearson’s correlation for all MI-sizes (*n*=19). (**p*<0.05, ***p*<0.01)

**Supplementary Table 5A Object Recognition.**

|  | Mean±SEM | | *t*-Test | | Correlation | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **CHF** | **Sham** | ***T*** | ***p*** | ***r*** | ***p*** |
| **Training phase** |  |  |  |  |  |  |
| Distance traveled [cm] | 2736.47±178.14 | 3134.07±189.41 | 1.50 | 0.148 | -0.380 | 0.073 |
| Time spent moving [%] | 25.36±2.03 | 31.64±2.11 | 2.10 | **0.046*** | -0.428 | **0.049*** |
| Relative velocity [cm/s] | 18.25±0.52 | 16.82±0.80 | -1.49 | 0.150 | 0.302 | 0.128 |
| Total exploration time [s] | 26.64±2.99 | 21.42±2.48 | -1.36 | 0.188 | 0.067 | 0.402 |
| Total number of visits [n] | 18.18±2.75 | 19.07±3.03 | 0.21 | 0.834 | 0.075 | 0.391 |
| Discrimination index [%] | 56.14±5.58 | 48.05±3.69 | -1.25 | 0.223 | 0.403 | 0.061 |
| **Retention test** |  |  |  |  |  |  |
| Distance traveled [cm] | 2406.17±198.41 | 2528.37±169.43 | 0.47 | 0.642 | -0.285 | 0.142 |
| Time spent moving [%] | 22.56±2.00 | 27.18±1.92 | 1.65 | 0.113 | -0.433 | **0.047*** |
| Relative velocity [cm/s] | 18.04±0.60 | 15.80±0.80 | -2.25 | **0.035*** | 0.334 | 0.103 |
| Total exploration time [s] | 21.57±3.19 | 14.86±1.18 | -1.97 | 0.071 | 0.325 | 0.109 |
| Total number of visits [n] | 15.73±2.16 | 12.07±2.00 | -1.24 | 0.229 | 0.294 | 0.134 |
| Discrimination index [%] | 40.94±2.80 | 54.28±4.26 | 2.46 | **0.022*** | -0.135 | 0.310 |

Mean ± SEM. CHF (*n*=11); Sham (*n*=14). Pearson’s correlation for all MI-sizes (*n*=16). (**p*<0.05)

**Supplementary Table 5B Object Recognition.**

|  | CHF | | Sham | |  | |
| --- | --- | --- | --- | --- | --- | --- |
| **Paired *t*-test** | ***T*** | ***p*** | ***T*** | ***p*** |  |  |
| Distance traveled [cm] | 1.77 | 0.106 | 6.14 | **<0.001**** |  |  |
| Time spent moving [%] | 1.74 | 0.112 | 5.89 | **<0.001**** |  |  |
| Relative velocity [cm/s] | 0.64 | 0.537 | 3.94 | **0.002**** |  |  |
| Total exploration time [s] | 1.91 | 0.085 | 3.12 | **0.008**** |  |  |
| Total number of visits [n] | 1.53 | 0.158 | 2.66 | **0.020*** |  |  |

Paired *t*-test (training vs. retention test) for CHF (*n*=11) and Sham (*n*=14) mice. (**p*<0.05, ***p*<0.01)

**Supplementary Table 6 Results of mRNA gene sequencing**

| **Brain region** | **Gene**  **name** | **Unique gene reads** | | **RPKM** | | **Fold change**  **CHF/Sham** | **Log2 fold change**  **Log2 (CHF/Sham)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **CHF** | **Sham** | **CHF** | **Sham** |  |  |
| HIPP | Fam126b | 177 | 378 | 0.101 | 0.238 | 0.43 | - 1.23 |
| HIPP | Sh3bgrl | 235 | 488 | 0.125 | 0.291 | 0.43 | - 1.22 |
| HIPP | Prex2 | 143 | 296 | 0.018 | 0.040 | 0.44 | - 1.18 |
| HIPP | Zfml | 128 | 245 | 0.065 | 0.136 | 0.48 | - 1.07 |
| HIPP | Dio2 | 181 | 340 | 0.473 | 0.987 | 0.48 | - 1.06 |
| HIPP | Matr3 | 631 | 1145 | 0.750 | 1.532 | 0.49 | - 1.03 |
| HIPP | Kif5b | 413 | 742 | 0.372 | 0.747 | 0.50 | - 1.00 |
| HIPP | Ranbp2 | 154 | 273 | 0.116 | 0.231 | 0.50 | - 1.00 |
| HIPP | Gabrb2 | 401 | 716 | 0.068 | 0.135 | 0.50 | - 1.00 |
| HIPP | Top2b | 184 | 322 | 0.100 | 0.196 | 0.51 | - 0.97 |
| HIPP | Fut9 | 131 | 229 | 0.025 | 0.048 | 0.51 | - 0.97 |
| HIPP | Ipo7 | 149 | 257 | 0.144 | 0.280 | 0.52 | - 0.96 |
| HIPP | Erbb2ip | 161 | 274 | 0.059 | 0.112 | 0.53 | - 0.92 |
| HIPP | Reps2 | 595 | 1012 | 0.094 | 0.178 | 0.53 | - 0.92 |
| HIPP | Eif3a | 605 | 1021 | 0.768 | 1.433 | 0.54 | - 0.90 |
| HIPP | Krt12 | 313 | 139 | 2.336 | 1.200 | 1.95 | 0.96 |
| HIPP | Rora | 356 | 166 | 0.019 | 0.010 | 1.95 | 0.97 |
| HIPP | Hif3a | 317 | 128 | 0.360 | 0.164 | 2.20 | 1.14 |
| HIPP | Plin4 | 326 | 124 | 1.256 | 0.538 | 2.34 | 1.22 |
| PFC | Npas4 | 447 | 1076 | 3.941 | 7.856 | 0.50 | - 1.00 |
| PFC | Arc | 2596 | 6161 | 36.856 | 72.439 | 0.51 | - 0.98 |
| PFC | Junb | 902 | 2080 | 24.276 | 46.360 | 0.52 | - 0.93 |
| PFC | Erdr1 | 151 | 327 | 1.456 | 2.769 | 0.53 | - 0.92 |
| PFC | Nr4a1 | 2289 | 5246 | 14.258 | 27.062 | 0.53 | - 0.92 |
| PFC | Prg4 | 279 | 171 | 0.842 | 0.426 | 1.98 | 0.98 |

**1.2. Supplementary Figures**

**Supplementary Figure 1 Picrosirius red staining**

(A) CHF mouse, (B) mouse with sham operation.

1.
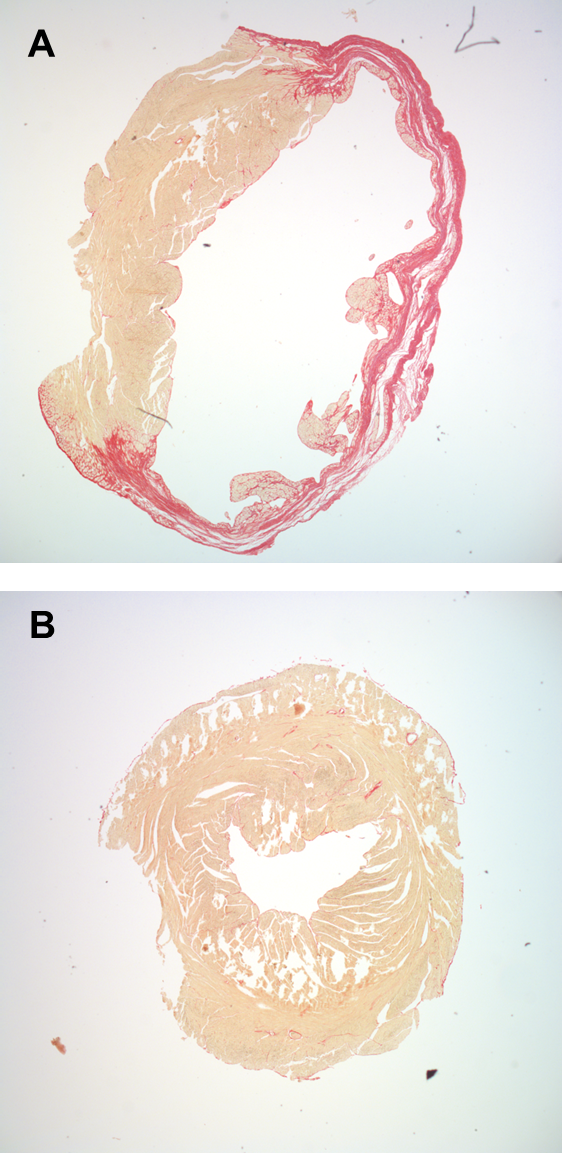

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

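RNA from 3 tissues of mice with ischemic heart failure (CHF) and of sham-operated mice, the hippocampus, the prefrontal cortex and the left ventricle, was sequenced 8 weeks after operation. Each tissue has 1 library from a pool of 3 CHF mice and 1 from a pool of 6 sham-operated mice, 6 libraries in all. Condition and tissue of each library come from the sample labels and the paper's methods.

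The authors made stranded libraries after removal of ribosomal RNA, sequenced them as single reads and mapped the reads with CLC Genomics Workbench to GRCm38.p1; the version of that program is not given in the sources used here. The counts deposited by the authors are whole numbers of unique gene reads, total gene reads and exon reads for 35485 features. The RPKM values deposited by the authors are the exon reads of a gene scaled by its listed length and by the total gene reads of the library. Recomputing them gave the deposited value in all 35485 features to within 1e-06, with 0 set for those without a length. Tables of the authors' comparisons hold the same RPKM values again, and their log2 columns were not used. Exon reads made up 90.8 to 95.0% of total gene reads, and reads across exon junctions are 0 in every library. The listed length was the genomic span in 99.7% of the 21888 features that have one. These exon reads therefore include reads in introns, and their share does not measure mature RNA.

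A gene was measured in a tissue with at least 100 unique gene reads and an RPKM above 0 in both libraries, and regulated with a log2 ratio of RPKM, CHF over sham, of 0.9 or higher or -0.9 or lower, the paper's threshold. The paper asks for at least 100 unique reads and its text does not say whether in 1 or both pools. Both were required, which leaves out genes with few reads in sham and many in CHF. With 100 reads in either pool, the left ventricle had 1882 higher and 191 lower genes, against 1027 and 150. The 95% intervals are exact Clopper-Pearson intervals of the share of unique gene reads that come from the CHF library, turned into a log2 ratio with the library totals. They cover counting error only. A library holds 15.7 to 25.9 M unique gene reads, and 10306 to 12182 features reach 100 reads, the fewest in the left ventricle of sham mice.

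Before the data were examined, 39 gene lists and a rule for the genes to name were written down. The lists cover immediate early, glucocorticoid-responsive, hypoxia-inducible, HIF, inflammatory and serotonin genes in all tissues, receptor, motor, presynaptic, cell type and regional markers in the brain, and matrix, cytokine, TGF-β, sarcomere, metabolic, ion channel, immune and other cell markers in the heart. The rule names every gene that the paper names for RNA-seq, the 10 highest and 10 lowest measured genes of a tissue, up to 4 measured members of a list with the largest ratios and its member with the highest RPKM, and the genes of the paper's other assays. The values of Supplementary Table 6 had been seen by then. Col4a1, Cd163, Myo3a, Jun, Fosb, Fosl2, some members named beside these and genes quoted in a further tissue were named after their values were seen. A list with at least 5 measured members was compared with 10000 random lists of measured genes matched in 20 bins of mean log2 reads. Overlaps between tissues were set against the number of called genes in each, multiplied and divided by the number measured in both; the tissues share no library.

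Alternatives were 17, among them scaling factors from edgeR 4.0.16 (TMM) and DESeq2 1.42.0, CPM of unique gene reads, exon reads, read minimums of 1, 50 and 200, 100 reads in either pool, a pseudocount of 0.01 RPKM, thresholds of 0.8 and 1.0, and log2 ratios with the lowess trend (fraction 0.3) on GC content, gene length or abundance taken out. After seeing the data 2 more were added: totals without the 10 features with the most reads, and log2 ratios rounded to 2 decimals. TMM, DESeq2, CPM and the totals without the 10 features used unique gene reads in place of RPKM. GC content is that of transcripts in GENCODE vM21, matched by symbol for 99.2 to 99.3% of measured genes. RefSeq symbols matched 29957 of the features (84.4%), and 99.9% of these overlapped the RefSeq gene.

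The calls were tested on simulated counts with 200 changed genes. These were drawn from genes with at least 200 unique reads in both pools, and every simulated read was unique. The rates below therefore do not cover called genes with fewer reads or with many shared reads. Of genes changed by 1.5 or more on the log2 scale, 100 of 100 were called in hippocampus, 100 of 100 in prefrontal cortex and 99 of 100 in left ventricle, and of those changed by 1.0, 49, 44 and 47 of 50. No unchanged gene was called, which covers counting error alone, since the simulation holds no spread between mice or pools. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3. With 1 library per group no p-value was computed. The RT-PCR, behavioral, echocardiographic and histological data of the paper are not analysed here. The values of some single genes that the rule would name are not reported here.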

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

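The tests of counting error, of the shares of neurons, endothelial cells and meningeal cells, of hypoxia, of glucocorticoids and of a loss of AT-rich or GC-rich transcripts were chosen after the result was seen, and the tests of GC content and gene length before. Each group is 1 pooled library, so a difference between tissues was not tested.

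The lower genes of the hippocampus are AT-rich. Of 141 hippocampal genes with a log2 ratio of -0.5 or lower, 72.3% lay in the lowest 10% of transcript GC, against 1 of 35 in the prefrontal cortex, where 13 of the 35 lay in the highest 10%, and 6.76% of 592 in the left ventricle. The 15 called genes had a median of -1.00 before and -0.93 after the smooth trend on GC was taken out. After it 11 were past the threshold, and 4 that started near it no longer were. The median was -1.01 with the trend on gene length taken out. Both trends were too small over all genes to account for ratios of this size. Counting error alone would put 0.00 genes at -0.9 or lower, against 15. A lower share of neurons is argued against by the neuron markers, the lowest of which was at -0.28. What stays open is a loss of part of the AT-rich transcripts from one library, in preparation or in the tissue, which would be consistent with the 72.3%, and a biological difference of the hippocampus in CHF, which was not tested. The 15 genes had a median of 0.10 in the prefrontal cortex of the same group.

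The lower immediate early genes of the prefrontal cortex had a median of -0.95, which was -0.90 once the trend on GC was taken out and -0.94 once that on gene length was. Neither trend accounts for the size, though the calls of Junb and Nr4a1, close to the threshold, ended with the GC trend. A lower share of neurons is argued against by the neuron markers, the lowest of which was at -0.17. A loss of part of the GC-rich transcripts from one library stays open: 37.1% of the 35 prefrontal genes at -0.5 or lower lay in the highest 10% of GC, as did 2 of these 4 genes and 11 of the 28 low genes that are not immediate early genes. Lower neuronal activity in CHF mice, or a difference in handling before the tissue was taken, may also lie behind the pattern, and neither was tested.

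Hif3a and Plin4 were both higher in the hippocampus, and the lower of the 2 ratios was 1.12 with the GC trend and 1.13 with the length trend taken out, which argues against these trends. The hypoxia-inducible genes do not decide whether hypoxia lies behind them, with a median at percentile 19.2 of random lists and members on both sides of 0. Both genes respond to glucocorticoids, and the 19 other glucocorticoid-responsive genes had a median of 0.17, at percentile 99.99 of random lists, and 20 a median of 0.15 in the prefrontal cortex. A higher glucocorticoid level in CHF mice may therefore be a candidate explanation; it was found and tested on the same libraries, and no hormone was measured. In the same hippocampal libraries endothelial markers had a median of 0.14, with 0.52 as the highest upper bound of their intervals, which argues against a higher share of endothelial cells as the cause of the 2 genes, whose lower bound is 0.84. Meningeal and fibroblast markers had a median of 0.34, at percentile 99.99, and the upper bound of 1 of the 7, Slc6a13, was 0.91, so that a higher share of meningeal cells stays open for the 2 genes. Their shift exceeds that of the glucocorticoid list, and whether these cells contribute to that list was not tested.

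Nr4a1 was at -0.92 in prefrontal cortex and 2.40 in left ventricle, and Junb at -0.93 and 1.49, which drew attention because the tissues go opposite ways. Sh3bgrl, at -1.22 in hippocampus and 0.98 in left ventricle, was flagged for the same reason, though TMM put it below the threshold in left ventricle. The median of the immediate early genes was 0.062 in hippocampus, -0.21 in prefrontal cortex and 1.06 in left ventricle.

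Esp38 (1.28) and Il31ra (1.01) passed the threshold in the hippocampus and are not among the genes the paper lists. In the left ventricle, whose genes the paper does not present in detail, the extracellular matrix genes had a median of 3.17, the fatty acid oxidation genes one of -0.76 and the ion channels one of -0.70.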

How the results depend on the processing

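The alternatives with totals lacking the 10 largest features and with ratios rounded to 2 decimals were chosen after the results were seen, and the other 17 before. No paired analysis within a tissue was possible because each group is 1 pooled library and the pools carry no replicate numbers. The tissues were not used as pairs, since tissues of one pool's animals are not separate animals. Of the values of the 3 counts of regulated genes under the alternatives, 43 of 57 stayed within 1.5 times the reported count. Under the other 14, the hippocampus had 37 regulated genes with 100 reads in either pool, 36 with a minimum of 50, 6 with 200, 1026 with 1, 13 at a threshold of 1.0, 41 at 0.8 and 4 with the whole interval past the threshold. The prefrontal cortex had 865 with a minimum of 1, 0 at a threshold of 1.0, 1 with the whole interval past it and 3 with the GC trend taken out. The left ventricle had 2073 with 100 reads in either pool, 773 with a minimum of 200 and 4019 with 1. Genes regulated in both left ventricle and prefrontal cortex numbered 278 with a minimum of 1, 0 at a threshold of 1.0, 0 with the whole interval past it and 1 with the GC trend taken out. A lower or higher minimum admits or removes genes, and a lower or higher threshold does the same by construction. With the GC trend taken out, the prefrontal cortex lost Erdr1, which has no transcript GC and so no value. It also lost Junb (-0.81) and Nr4a1 (-0.89), both close to the threshold before. Of the values of the genes the paper names, 285 of 299 stayed within their counting interval and 14 moved. Of the medians of gene lists 640 of 707 stayed and 67 moved, none of them to the other side of 0 where the list stood apart from random lists. A list median counted as stayed if it shifted by no more than the counting interval of a typical single member reaches to either side. That is wider than the error of a median, so the 640 do not show that small list medians are firm. Both few reads and a value near the threshold let an interval cross it.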

Differences from the paper's values

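No test was chosen for the values below after they were seen, apart from the rounding and the totals without the 10 largest features, named in the last paragraph but one.

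The paper gives Nr4a1 as the only gene, 1 gene, regulated in both left ventricle and prefrontal cortex. Here 3 genes were, Nr4a1, Junb and Prg4. Of the alternatives set before the data were examined, the one with the GC trend taken out gave 1, but that gene was Prg4. TMM, DESeq2 size factors, CPM, total gene reads, exon reads, 100 reads in either pool, a minimum of 50, a pseudocount, a threshold of 0.8, intervals on one side of 0 and the length and abundance trends gave 3, a minimum of 200 gave 2, a minimum of 1 gave 278, and a threshold of 1.0 and the whole interval past the threshold gave 0. None left Nr4a1 alone.

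The paper's depth is 50 M reads per sample. The total gene reads in the files were 28.2 and 25.0 M in CHF and sham hippocampus, 20.2 and 24.4 M in prefrontal cortex and 22.1 and 17.2 M in left ventricle. These are reads assigned to genes, and the number of raw reads was not analysed here, so the 2 measures are not the same quantity. No alternative applies to it.

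Of the paper's 25 brain genes 24 passed the threshold here, and the read numbers and RPKM of all 25 equalled the paper's, RPKM within 0.001. Eif3a, which the paper lists as lower, was at -0.8999; it passed with TMM, DESeq2 size factors, CPM, exon reads, a threshold of 0.8, and the length or abundance trend taken out, and also with 2 settings chosen after seeing the values, ratios rounded to 2 decimals, which drops 0 of the 25, and totals without the 10 largest features, which drops 1. Il31ra (1.01) and Esp38 (1.28) passed here in the hippocampus and are absent from Supplementary Table 6.

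The paper's count for the left ventricle is 1182 genes, and 1177 were counted here at the paper's threshold; no setting gave 1182 exactly.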

Other observations

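No test in this part was chosen after its result was seen, since the values are described and not tested.

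Glucocorticoid-responsive genes were on the higher side in all 3 tissues. So were meningeal and fibroblast markers (medians 0.34 and 0.16) in hippocampus and prefrontal cortex. In the left ventricle so were matrix genes (3.17) and macrophage markers (1.86). Endothelial markers had medians of 0.14 in hippocampus and 0.07 in prefrontal cortex, at percentiles 95.1 and 95.8 of the random lists. In the prefrontal cortex 6 of them lay above 0 and 5 below. Of the glucocorticoid-responsive genes, 18 of 21 measured in the hippocampus lay above 0, with a median of 0.19. Besides Hif3a and Plin4, which passed the threshold, the largest were Xdh (0.80), a purine oxidase, and Cdkn1a (0.41), a cell cycle inhibitor. In the prefrontal cortex 16 of 22 lay above 0 with a median of 0.21 and 0 passed the threshold, while 2 members that are also immediate early genes, Dusp1 and Per1 (-0.46), were low, and the metallothionein Mt1 was at 0.44. In the left ventricle 5 of 20 were higher past the threshold and 0 lower, with a median 0.32 above that of all genes, led by Fkbp5 (2.33), which restrains the glucocorticoid receptor, Map3k6 (2.06), Cdkn1a (1.95) and Errfi1 (1.12); with TMM 3 were higher. Genes induced by hypoxia did not stand apart in the heart: 2 of 19 were higher, Pfkfb3 (1.21), an enzyme of glycolysis, and P4ha1 (1.11), a collagen hydroxylase, with a median -0.03 from that of all genes, and the 8 HIF subunits and regulators had a median -0.07 from it, with Hif1a at 0.78.

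Dio2, the deiodinase that was lower in the hippocampus, had 1155 unique gene reads in the left ventricle of CHF mice and 27 in that of sham mice, too few in sham for the minimum of 100. Of the serotonin pathway, Slc6a4, the transporter, had 26 and 7 reads in CHF and sham (log2 1.53, 95% interval 0.29 to 2.98), Htr2a 24 and 14 and Htr2b 0 and 0, all below the minimum. The paper's RT-PCR detected Htr2b in non-infarcted myocardium, at a higher level in CHF, so the 0 reads do not show that it is not expressed. Maob, the measured gene, was at -0.79 and past the threshold with TMM (-1.05). In the hippocampus the 7 measured serotonin genes had a median of -0.17 (-0.09 once the GC trend was taken out), with the receptors Htr2c at -0.42 and Htr1a at 0.30, and in the prefrontal cortex a median of 0.12, with Htr2a at 0.28; 0 passed the threshold in either.

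For the genes the paper measured in the heart by RT-PCR, Myh6 was at -0.99, Myh7 at 2.71 and Nppa at 3.92. The directions were those of the paper's RT-PCR. That assay used non-infarcted myocardium, while the paper describes the sequenced tissue as left ventricular myocardium, so the sizes are not compared. For the proteins the paper stained in the brain, the transcripts had medians of 0.01 over 7 genes in hippocampus and -0.00 over 8 in prefrontal cortex (-0.04 and 0.03 with TMM), and 0 passed the threshold. Rbfox3, which encodes NeuN, was at 0.05 and -0.06, Gfap at 0.04 and 0.03, Nes at -0.21 and -0.07, Pax6 at 0.01 and -0.04, Tubb3 at -0.24 and 0.06, Itgam at 0.15 and 0.17 and Nefh at -0.07 and 0.14. Dcx had 96 and 65 reads in the hippocampus, below the minimum, and was at -0.20 in the prefrontal cortex.

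Several heart lists were too thinly measured to describe as groups. Blood cell markers had a median of -0.22 over 4 genes in the left ventricle. Of the atrial markers Nppa and Stard10 (0.05) were measured, of adipose and skeletal muscle markers Cidea (-0.05), of cartilage genes Prg4 (1.53) and of cell cycle genes Mcm2 (0.97, 0.70 with TMM).

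A feature listed under the name Myo3a, on chromosome 2 from 22542413 to 22618252, took 8.87% of the unique gene reads of the left ventricle in CHF and 15.0% in sham, and 0.960 to 1.20% in the brain libraries. Which transcripts these reads come from was not checked, so they do not show expression of the gene of that name. The feature was singled out after its reads were seen. LOC100503946 follows with 2.43 and 3.72%.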
